# Rex in *Caldicellulosiruptor bescii*: Novel regulon members and its effect on the production of ethanol and overflow metabolites

**DOI:** 10.1002/mbo3.639

**Published:** 2018-05-23

**Authors:** Kyle Sander, Daehwan Chung, Doug Hyatt, Janet Westpheling, Dawn M. Klingeman, Miguel Rodriguez, Nancy L. Engle, Timothy J. Tschaplinski, Brian H. Davison, Steven D. Brown

**Keywords:** *Caldicellulosiruptor bescii*, consolidated bioprocessing, ethanol, Rex

## Abstract

Rex is a global redox‐sensing transcription factor that senses and responds to the intracellular [NADH]/[NAD ^+^] ratio to regulate genes for central metabolism, and a variety of metabolic processes in Gram‐positive bacteria. We decipher and validate four new members of the Rex regulon in *Caldicellulosiruptor bescii*; a gene encoding a class V aminotransferase, the HydG FeFe Hydrogenase maturation protein, an oxidoreductase, and a gene encoding a hypothetical protein. Structural genes for the NiFe and FeFe hydrogenases, pyruvate:ferredoxin oxidoreductase, as well as the *rex* gene itself are also members of this regulon, as has been predicted previously in different organisms. A *C. bescii rex* deletion strain constructed in an ethanol‐producing strain made 54% more ethanol (0.16 mmol/L) than its genetic parent after 36 hr of fermentation, though only under nitrogen limited conditions. Metabolomic interrogation shows this *rex‐*deficient ethanol‐producing strain synthesizes other reduced overflow metabolism products likely in response to more reduced intracellular redox conditions and the accumulation of pyruvate. These results suggest ethanol production is strongly dependent on the native intracellular redox state in *C. bescii*, and highlight the combined promise of using this gene and manipulation of culture conditions to yield strains capable of producing ethanol at higher yields and final titer.

## 1 INTRODUCTION

Liquid transportation fuel demand is projected to increase through 2075 (Fulton, Lynd, Körner, Greene, & Tonachel, 2015) and an inexpensive, reliable way to produce bioethanol from lignocellulosic feedstocks will be necessary to meet increased demand. Consolidated bioprocessing (CBP) is expected to be a cost‐saving way for producing bioethanol (Lynd, van Zyl, McBride, & Laser, 2005), primarily because of its use of inexpensive lignocellulosic feedstocks and lower capital and operating costs due to biocatalysts that produce enzymes for the deconstruction and solubilization of feedstocks to soluble carbohydrates.

*Caldicellulosiruptor bescii* is a promising candidate biocatalyst for this single‐step ethanol production process (Yang et al., 2010). The genus *Caldicellulosiruptor* are anaerobic hyperthermophiles, which can ferment a variety of organic substrates (Hamilton‐Brehm et al., 2010), and produce nearly theoretical amounts of hydrogen in order to recycle redox cofactors (Bielen, Verhaart, van der Oost, & Kengen, 2013; van de Werken et al., 2008). It is capable of solubilizing lignocellulosic biomass through the activity of its suite of CAZymes (Blumer‐Schuette et al., 2012, 2015; Brunecky et al., 2013), and fermenting many of the resulting soluble carbohydrates, producing primarily acetate, lactate, hydrogen, and CO_2_. Some species can also produce ethanol, though this trait is not conserved across the genus. *C. bescii* does not natively produce ethanol as a fermentation product, but was recently engineered to produce ethanol directly from lignocellulosic biomass substrates by introducing an *adhE* gene, which is constitutively expressed (Chung, Cha, Guss, & Westpheling, 2014; Chung et al., 2015).

Ethanol synthesis in *C. bescii* relies on cofactors from the organism's native redox system, as is the case in other CBP organisms (Biswas, Zheng, Olson, Lynd, & Guss, 2015; Li et al., 2012). These redox systems are plastic and subject to modulation through genetic modifications or by altering growth conditions. Eliminating lactate production in *C. bescii* increased overall hydrogen production (Cha, Chung, Elkins, Guss, & Westpheling, 2013), while eliminating the NiFe membrane‐bound hydrogenase decreased ethanol yield in a strain expressing an exogenous bifunctional AdhE (Cha, Chung, & Westpheling, 2015). Another method of redox modulation by *Caldicellulosiruptor* is demonstrated by the closely related bacterium *Caldicellulosiruptor saccharolyticus. C. saccharolyticus* produces lactate upon sparging a continuously growing culture with hydrogen (Bielen et al., 2013). It was suggested that this results from the introduced hydrogen inhibits hydrogen generation by hydrogenases, resulting in NADH‐driven metabolic forcing of lactate dehydrogenase activity. While *Caldicellulosiruptor* species rely heavily on hydrogenases and fermentation to facilitate redox balance, other metabolic components also contribute to its redox metabolism. *C. bescii* strains expressing exogenous alcohol dehydrogenases with different redox cofactor requirements synthesized variable amounts of ethanol when grown under similar conditions (Chung et al., 2015). These experiments demonstrate that a better understanding of cellular redox systems is needed to more effectively engineer this biocatalyst to produce ethanol more effectively.

Rex is a well characterized and conserved global redox responsive transcription factor (Ravcheev et al., 2012) that was first characterized in *S. coelicolor* as a global repressor able to detect and regulate gene expression in response to the intracellular [NADH]/[NAD^+^] couple (Sickmier et al., 2005). In doing so, Rex not only regulates the poise of this redox couple, but the cellular redox state in general, as evidenced by its conserved transcriptional regulation of redox genes that are not NAD(H) dependent (Ravcheev et al., 2012). Conserved Rex regulon members include genes involved in energy conversion, redox metabolism, glycolytic and fermentation genes, and NAD biosynthesis (Ravcheev et al., 2012). Examples of genes where Rex regulation is found to be taxon specific and less conserved are those of hydrogenases, heme biosynthesis, sulfate reduction (Christensen et al., 2015) and biofilm formation (Bitoun, Nguyen, Fan, Burne, & Wen, 2011), solventogenic metabolism (Zhang et al., 2014), nitrate and chlorate metabolism/resistance (Carlson et al., 2015), and cytochrome biosynthesis (Larsson, Rogstam, & von Wachenfeldt, 2005).

Redox sensing and regulation by the transcriptional regulator Rex in the closely related species *Caldicellulosiruptor saccharolyticus* was partially inferred from a differential gene expression study of cells grown under hydrogen sparging (Bielen et al., 2013). Genes encoding elements of both the NiFe and FeFe hydrogenases were predicted to be under transcriptional control of Rex, as were the subunits of pyruvate:ferredoxin oxidoreductase. Lactate dehydrogenase is not predicted to be controlled by Rex in *C. saccharolyticus* (Bielen et al., 2013), though it is predicted to be controlled by Rex in other many other organisms (Ravcheev et al., 2012). Rex is predicted to be a global repressor in *C. saccharolyticus*, regulating expression of other regulatory elements such as a histidine kinase, a CopG family transcription factor, the iron uptake regulator Fur, as well as the *rex* gene itself. Other regulatory targets of Rex and action of some regulatory elements in the regulon of *C. saccharolyticus* remain unknown and unexplored. A consensus‐binding sequence for Rex was predicted in *C. saccharolyticus* (Bielen et al., 2013) that is similar to predicted Rex‐binding sequences identified in bacteria from other genera (Novichkov et al., 2013). The operator site in *C. saccharolyticus* and other organisms is an 18–20 bp palindrome sequence with the overall consensus sequence of TTGTGAANNNNTTCACAA (Ravcheev et al., 2012). The residues of the binding sequence important for Rex‐DNA interaction have been shown to be its most conserved residues (Brekasis & Paget, 2003; McLaughlin et al., 2010; Pagels et al., 2010; Pei et al., 2011).

Deleting the *rex* gene can have dramatic effects on intracellular redox state and the production of ethanol. A strain of *Clostridium acetobutylicum* containing a disrupted *rex* gene produced more ethanol and butanol after 60 hr than its parent strain or a rex deletion strain complemented with the *C. acetobutylicum rex* gene (Wietzke & Bahl, 2012). Derepression of *adhE* genes, which are transcriptionally controlled by Rex in *C. acetobutylicum* (Wietzke & Bahl, 2012; Zhang et al., 2014), and increased NADH‐dependent AdhE activity were shown to coincide with increases in ethanol and butanol production.

The goal of this study is to understand the redox metabolism in this unique and biotechnologically relevant species and genus, specifically as it pertains to ethanol synthesis, and we do so by studying the *rex* gene in *C. bescii*. A comprehensive understanding of redox metabolism in *C. bescii* will allow more effective engineering of redox systems to promote synthesis of ethanol at higher yield and productivity.

## 2 EXPERIMENTAL PROCEDURES

### 2.1 Batch growth and fermentation

*C. bescii* was grown in 50 ml culture volumes in sealed 135 ml serum bottles. The medium was comprised of components as described previously (Farkas et al., 2013), with maltose being used as the primary carbon source, and ammonium chloride as the primary nitrogen source. Media were prepared, adjusted to pH of 6.8, and allowed to become anaerobic overnight through dissolved oxygen exchange in an anaerobic chamber containing an environment of 5% H_2_, 10% CO_2_, and the balance N_2_. Cultures were grown at 75°C shaking at 200 rpm. Samples for cell growth were collected as 1 ml aliquots and measured for absorbance at OD_680_. Nitrogen limited batch growth was conducted as outlined above with the only difference being the final concentration of ammonium chloride (the only source of reduced nitrogen in LOD media) of 0.467 mmol/L rather than 4.67 mmol/L as in standard LOD media.

### 2.2 pH controlled fermentation

Cells were cultured in 3L Applikon Ez‐Control fermenters (Applikon Biotechnology, Delft, Netherlands) in a working culture volume of 1.5 L at a growth temperature of 75°C. Maltose, resazurin, and an appropriate volume of water were added to assembled fermenters and autoclaved. Fermenters were cooled while sparging with N_2_ gas. Upon cooling, other media components were added as presterilized stock solutions. The media was again heated and sparged with N_2_ gas to ensure anaerobic conditions. Upon reaching 75°C, the pH was adjusted to 7.1 by sparging with an 80%/20% N_2_/CO_2_ gas mix. The pH was then aseptically checked using a second probe which had been calibrated with fresh pH buffers maintained at 75°C. Any differences were accounted for as the pH probe offset. Fermenters were inoculated to equivalent OD_680_ of 0.01–0.05 with batch grown cultures grown to mid‐log phase. Stirring was maintained at 200 rpm without gas being sparged during growth, though the headspace outlet line was kept open to allow fermentation off‐gasses to vent through a sterilized water trap.

### 2.3 Fermentation product analysis

Samples were collected from batch serum bottles or fermenters as 1 ml aliquots and centrifuged at maximum speed in a microcentrifuge for 5 min, followed by collecting and filtering (0.22 μm) the supernatant. 250 μl of filtered supernatant was added to 1.75 μl of 2 mol/L H_2_SO_4_ and 20 μl of this mixture was injected onto a Biorad Aminex 87H column operated on a Hitachi LaChrom Ultra HPLC system (Hitachi High Technologies America, Dallas, TX). Chromatograms were collected on a Hitachi RI detector (part number L‐2490).

### 2.4 Mutant construction

*C. bescii rex* deletion mutants were constructed as described previously (Chung, Farkas, Huddleston, Olivar, & Westpheling, 2012). Strains generated for this study, necessary oligonucleotides, and plasmids used for strain generation are listed in Table 1. Briefly, an integrating suicide vector was prepared containing 1,000 bp of homology overlap to genomic sequence immediately 5′ and 3′ of the *rex* (ATHE_RS03255) coding sequence (Figure S1a). Plasmids were transformed into the respective genetic background, either strain JWCB005 (Chung, Cha, Farkas, & Westpheling, 2013) or strain JWCB032 (Chung et al., 2014), and transformants selected in LOD media containing no uracil to enforce prototrophic growth and plasmid integration. These cultures were subsequently plated on LOD media containing 40 μmol/L uracil (to allow for a return to strain auxotrophy) and 6 mmol/L 5‐fluororotic acid (Oakwood Products Inc., Estill, South Carolina) to screen and select for the double homologous recombination event. Deletions were confirmed by PCR (Figure S1b) and Sanger sequencing of the *rex* gene genomic locus.

**Table 1:** Primers, plasmids, and *C. bescii* strains generated and/or used in this study

(A)	
Primer name	Sequence
pDCW88 gib assy backbone fwd	gtgcactctgacgctc
pDCW88 gib assy backbone rev	ggtaccaccagcctaac
pDCW88_athe_0654_up_fwd	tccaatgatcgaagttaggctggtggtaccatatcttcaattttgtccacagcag
pDCW88_athe_0654_up_rev	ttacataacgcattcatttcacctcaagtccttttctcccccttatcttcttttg
pDCW88_athe_0654_down_fwd	gacttgaggtgaaatgaatgc
pDCW88_athe_0654_down_rev	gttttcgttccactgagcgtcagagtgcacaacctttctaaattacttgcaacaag
upstm 5′ flank fwd athe_0654_P3	agaatattgaagcgccgaac
dnstm 3′ flank rev athe_0654_P3	gtggaaaaatcaccccagaa
internal fwd athe_0654_P3	gggtttggtcagcaaggata
internal rev athe_0654_P3	acccttaatcccaccttcaa
3′ flank rev seq athe_0654_P3	tttgcaagatttgcgtaaga

(B)		
Plasmid	Description	Reference
pETE01	Non‐replicating suicide vector used to generate strains JWCB005Δ*rex* and JWCB032Δ*rex*	This study
pTXB1::*rex*	IPTG‐inducible expression vector used to express recombinant Rex protein in *E. coli* T7 Express	This study

(C)			
**Strains**	**Description**	**Genotype**	**Reference**
JWCB005	Genetic background strain used to generate JWCB005Δ*rex*, wildtype *ldh* locus	Δ*pyrFA* (*ura* ^−^/5‐FOA^R^)	Farkas et al. (2013)
JWCB005 Δ*rex*	Markerless *rex* deletion using strain JWCB005 as genetic parent	Δ*pyrFA* Δ*rex* (*ura* ^−^/5‐FOA^R^)	This study
JWCB032	Genetic background strain used to generate JWCB032Δ*rex*,* ldh* locus disrupted by ISCbe4, expressing genomically integrated bifunctional alcohol dehydrogenase (AdhE) from *C. thermocellum*	Δ*pyrFA ldh*::ISCbe4 Δ*cbeI*::Ps‐layer Cthe‐*adhE (ura* ^−/^5‐FOA^R^)	Hamilton‐Brehm et al. (2010)
JWCB032 Δ*rex*	Markerless *rex* deletion using strain JWCB032 as genetic parent	Δ*pyrFA* Δ*rex ldh*::ISCbe4 Δ*cbeI*::Ps‐layer Cthe‐*adhE* (*ura* ^−^/5‐FOA^R^)	This study

### 2.5 RNA‐seq analysis

Samples were collected from fermenter‐grown cultures of JWCB005Δ*rex* and its parent strain JWCB005 at early, mid, and late log phase (Figure S2a). Thereafter, 25 ml culture aliquots were harvested, centrifuged at 20,000*g* in a Piramoon fixed angle FiberLite rotor (ThermoScientific, Waltham, MA) for 4 min at 4°C, decanted, snap frozen in liquid nitrogen, and stored at −80°C. Total RNA was extracted by first incubating cell pellets in 250 μl of 20 mg/ml Lysozyme (Sigma Aldrich part number L‐7651, St. Louis, MO) resuspended in SET buffer (50 mmol/L Tris‐HCl pH 8.0 50 mmol/L EDTA, 20% w/v Sucrose) and incubated in a dry stationary bath at 37°C for 8 min, vortexing briefly every 2 min. RNA was purified with a Qiagen RNEasy Kit according to manufacturer's protocol (Qiagen, Hilden, Germany). RNA concentration was quantified with a Nanodrop 1000 instrument (ThermoScientific) and RNA quality was assessed via RNA Integrity Numbers (RIN) obtained with an Agilent 2100 Bioanalyzer and corresponding RNAchip (Agilent Technologies, Santa Clara, CA). Ribosomal RNA was then depleted from total RNA samples with a RiboZero rRNA Removal Kit (Illumina Inc. San Diego, CA) following manufacturer's instructions. Next, cDNA was synthesized from RNA depleted of ribosomal RNA with a TruSeq Stranded mRNA Library Preparation Kit (Illumina Inc) following the manufacturer's protocol. The cDNA libraries were sequenced on an Illumina Hi‐seq 2500 using v4 chemistry (Illumina Inc.) and demultiplexed as a sequencing service provided by The Genomic Services Lab at HudsonAlpha Institute for Biotechnology (HudsonAlpha, Huntsville, AL). Each sample library was sequenced on two different sequencing lanes and reads containing identical barcodes from each lane were combined for subsequent analysis. Reads obtained were scored for quality, trimmed, mapped, and the mapped reads counted with the corresponding functions in the CLC Genomics Workbench version 8 using default settings for genome analysis of prokaryotes. Raw read counts for each coding sequence were used as input for differential expression analysis, using the DEseq2 (Love, Huber, & Anders, 2014) package as part of the Bioconductor Suite in R. Genes were considered differentially expressed if they displayed differential normalized log_2_‐transformed read count abundance >0.5 or <−0.5 with a Benjamini‐Hochburg adjusted *p* < .05.

### 2.6 Metabolomic profiling

Differential metabolomic profiling was conducted on strains JWCB032Δ*rex* and JWCB032 collected after 36 hr of batch serum‐bottle growth in 50 ml culture volume of nitrogen‐limiting media, as described above. Here, 50 ml replicates were collected, centrifuged, and snap frozen as described in the sample collection section of RNA‐seq analysis. Additionally, following centrifugation, the supernatants were aliquoted separately, snap frozen, and stored at −80°C for metabolomic analysis. Cell biomass was pooled from three 50 ml cultures to make one replicate for intracellular metabolite analysis, as it was needed to attain sufficient signal intensity. Cell pellets and supernatants were analyzed for intracellular and extracellular metabolites, respectively, as described previously (Holwerda et al., 2014).

### 2.7 Transcription factor‐binding site prediction

The consensus Rex‐binding sequence identified in *C. saccharolyticus* (Bielen et al., 2013) was used to seed a search genomic regions 300 bp upstream of every coding DNA sequence in the *C. bescii* genome. Binding sites were identified and scored based on similarity to this consensus‐binding site, yielding 63 total putative Rex‐binding sites across the *C. bescii* genome (Table S1). Homology scores for these sites ranged from 8.75 (least homologous) to 10.5 (most homologous).

### 2.8 *Rex* Protein purification

Rex protein was purified by first expressing the *C. bescii rex* coding sequence on plasmid pTXB1 (New England Biolabs part number N6707S, Ipswitch, MA) upstream of the gyrase intein and chitin‐binding domain (CBD), yielding plasmid pTSB1::*rex* (Table 1B). This plasmid was transformed into T7 Express *E. coli* cells (New England Biolabs). Cells were grown, induced and harvested according to manufacturer's suggested instructions. Recombinant Rex (rRex) protein was purified from induced cell biomass according to protocols supplied with the IMPACT protein purification kit (New England Biolabs).

### 2.9 Electromobility shift assays

Electromobility shift assays were carried out to test Rex binding to predicted operator sites listed in Table 2. Probes used were biotin‐labeled 50‐mers of double stranded DNA consisting of the 18 bp putative‐binding site centered on the probe and surrounding genomic sequence on either side to make 50 bp. Probes were ordered as complimentary oligonucleotides, with one oligonucleotide biotin labeled (Integrated DNA Technologies, Coralville, IA). All probes were annealed in a mixture containing 3 μl of 100 μmol/L of each oligonucleotide, 3 μl of 10× polynucleotide kinase buffer (Roche part number 12579400, Roche Holding AG, Basel, Switzerland), 3 μl of 0.5 mol/L NaCl, 18 μl of DEPC treated H_2_0. Mixtures were heated at 96°C for 5 min in a Fisher Scientific Isotemp Stationary Bath (ThermoScientific) after which the heat block was removed from the bath and placed on a lab bench for 60 min to cool slowly. Probes were then purified using a Qiagen PCR clean‐up kit (Qiagen) according to manufacturer's instructions.

**Table 2:** Rex operator‐binding sites chosen for in vitro binding validation from predicted Rex operator sites in the *C. bescii* genome

Locus tag downstream of operator site	Predicted transcription unit	Distance from ATG (bp)	RegPrecise (Novichkov et al., 2013) Predicted Regulon	Predicted Regulon in (Bielen et al., 2013)	Site Homology Prediction Score (This study)	log_2_ (JWCB005Δrex/JWCB005) of downstream gene		
						Early Log Phase	Mid Log Phase	Late Log Phase
ATHE_RS00825, Athe_0168	2 genes; CopG family transcriptional regulator, HydG hydrogenase maturation protein	181	X	X	10.5	−0.21	−0.23	−0.27
ATHE_RS03255, Athe_0654	1 gene; Rex	41	X	X	9.25	N/A	N/A	N/A
ATHE_RS04105, Athe_0820	2 genes, Ferredoxin, ‘XOR’ oxidoreductase protein (Scott et al., 2015)	148			9.5	0.86	0.60	0.75
ATHE_RS04125, Athe_0824	3 genes; tungsten transport system (Scott et al., 2015)	274			8.75	0.47	0.38	0.77
ATHE_RS04390, Athe_0874	4 genes; subunits of pyruvate/ketoisovalerate:ferrodoxin oxidoreductase	112		X	9.5	−0.28	−0.73	−0.62
ATHE_RS04720, Athe_0942	2 genes; hypothetical protein, hypothetical protein	40			10	−1.46	−1.42	−0.83
ATHE_RS05415, Athe_1082	19 genes; Ech hydrogenase system	147	X	X	9	−0.43	−0.80	−1.13
ATHE_RS06475, Athe_1295	5 genes; Hyd hydrogenase system	39	X	X	10	−0.13	−0.35	−0.38
ATHE_RS10680, Athe_2126	3 genes; class V aminotransferase, phospoglycerate dehydrogenase (NADH), hypothetical protein	88			8.75	0.59	0.63	0.57
ATHE_RS11210, Athe_2226	1 gene; pyruvate carboxyltransferase (KEGG) or 2‐isopropylmalate synthase LeuA (RefSeq)	169		X	8.75	0.08	0.12	0.22

Sites were chosen from homologous sites identified in the RegPrecise (Novichkov et al., 2013) curated regulon, previously inferred Rex‐binding sites in *C. saccharolyticus* (Bielen et al., 2013), and observed differential expression between JWCB005Δ*rex* and its parent strain (JWCB005). 

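Table S1 gives a sequence of 18 bases for each site and, apart from ATHE_RS04105, the coordinates of the gene behind it, without naming a genome build. The site before ATHE_RS00825 (plus strand, 207653 to 207898), the first gene of the *hydG* unit, is ATGTTATAATATTAACAA with a score of 10.5. The site before ATHE_RS04720 (plus strand, 1044772 to 1045617) is CTGTAAAAAATTTAACAA and that before ATHE_RS06475 (plus strand, 1385700 to 1386182), the first gene of the Hyd unit, is ATGTTAAATTTCTAACAA. The site before ATHE_RS04390 (plus strand, 973763 to 974338), of the pyruvate:ferredoxin oxidoreductase unit, is ATGTTGATTTTTTAACAT. ATHE_RS04105 shares its site, TCGTTTAAAATTTAACAA, with ATHE_RS04100 on the minus strand (914722 to 915471). The Ech unit begins at ATHE_RS05415 (plus strand, 1177033 to 1178907) behind TTGTTAACAAATTAACTT. The class V aminotransferase unit begins at ATHE_RS10680 (minus strand, 2260691 to 2261851) behind TTGTCAAATTATTGACAT. The sites before ATHE_RS04125 (919029 to 919847) and ATHE_RS11210 (2359000 to 2360358) are TTGTAAATCTTCTGACAA and ATGTTATCACAATATCAA. The site before *rex* itself (737116 to 737769) is ATGTCAAAAAAATATCAA, 41 bases from the gene. Table S1 holds 64 entries, and 63 have a score, from 8.75 to 10.5. Among the 12 tested genes with a score of 9.5 or more in Table S1, 1 (8.33%) changed in at least 1 phase, against 2.36% of 2664 other genes (odds ratio 3.75, Fisher's exact test, 2-sided, p = 0.253). ATHE_RS04105, scored 9.5 in Table 2 but not in Table S1, was counted among the other genes and was called in no phase.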

Gray shading indicates nonsignificant values. Black values indicate values which are significant (Benjamini‐Hochburg adjusted *p* > 0.05). Putatively regulated transcriptional unit operon structure are reported as predicted in the DOOR database (Mao et al., 2014) and previous literature (Scott et al., 2015; van de Werken et al., 2008).

Electromobility shift assay reactions were conducted in 20 μl volumes and the following components were added in the following order: 1× EMSA‐binding buffer (LightShift Chemiluminescent EMSA Kit part number 20148, ThermoScientific), 25 μg dI‐dC, recombinant Rex protein in various concentrations noted on figures, and 0.1 nmol/L biotin‐labeled 50 bp dsDNA probes. In reactions containing NADH or NAD^+^, these components were added from freshly prepared stocks kept on ice prior to adding recombinant Rex protein but after adding other components. Reactions were incubated for 30 min at room temperature after which 5 μl of EMSA loading buffer containing 15% w/v Ficoll (Sigma Aldrich, St. Louis, MO) and 0.4% w/v Orange G (Sigma Aldrich) was added to each reaction. 20 μl of the reaction mixture containing loading buffer was loaded onto a Novex 6% DNA Retardation Gel (Invitrogen # EC63652BOX, Life Technologies Corporation, Carlsbad, CA) and run in 0.5× TBE (Invitrogen # LC6675, Life Technologies Corporation) in an Invitrogen Novex Mini‐Cell X Cell SureLock (Life Technologies Corporation) at 90 V for 45 min, or until Orange G from gel loading buffer had run ¾ of the length of the gel. After electrophoresis products were transferred onto Biodyne B Pre‐Cut Modified Nylon 0.45 μm Membranes (Product # 77016 ThermoScientific) using the Invitrogen X Cell Blot Module (catalog # EI9051) and Invitrogen Novex Mini‐Cell X Cell SureLock (Life Technologies Corporation). Transfers were carried out in 0.5× TBE at 450 mA for 45 min, with the surrounding outer minicell volume packed with ice and filled with water to cool the blot module. Biotin labeled probes were detected on transfer membranes using the ThermoScientific Chemiluminescent Nucleic Acid Detection Module Kit (part number 89880, ThermoScientific) according to manufacturer's instructions.

## 3 RESULTS

### 3.1 *rex* deletion and bioinformatic prediction of the rex regulon in *C. bescii*

Two *rex* deletion mutants were generated for this study; one using strain JWCB005 (Chung et al., 2013) as the genetic parent strain, and the other, using the ethanol‐producing strain JWCB032 (Chung et al., 2014) as the parent strain. Predicted promoter regions in the *C. bescii* genome (taken to be within the 300 bp region upstream of all predicted open reading frames) were analyzed for the presence of a putative Rex transcription factor‐binding site using a *C. saccharolyticus* Rex consensus sequence (Bielen et al., 2013). A total of 63 possible binding sites were identified in the *C. bescii* genome (Table S1) and scored based on their homology to the predicted *C. saccharolyticus* consensus Rex‐binding site sequence (Bielen et al., 2013; Novichkov et al., 2013).

### 3.2 Expression profiling of JWCB005Δ*rex* and selecting transcription factor‐binding sites for in vitro verification

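*C. bescii* is a thermophilic anaerobe that ferments plant biomass, and Rex is a repressor whose DNA binding depends on the NADH/NAD+ ratio. JWCB005 carries a *pyrFA* deletion used for genetic selection, and JWCB005Δ*rex* carries in addition a deletion of *rex* (ATHE_RS03255). In JWCB005, *rex* held 3655 to 4457 reads per library at early log phase, 4406 to 4890 at mid log phase and 3552 to 4175 at late log phase. In JWCB005Δ*rex* it held 0 to 2, 0 to 2 and 1 to 3 reads. In read counts scaled to library size (CPM), *rex* in JWCB005 stood at 291 ± 4.35, 281 ± 17.8 and 234 ± 28.6 in the 3 phases (SD, n = 3 fermenters). The ratio of JWCB005 to JWCB005Δ*rex*, corrected for depth, was 4410.2 at early log phase (95% interval 1509 to 21389), 4556 at mid log phase (1559 to 22095) and 2550.05 at late log phase (1092 to 7855). These intervals cover counting error only.
RNA was taken from 3 fermenters per strain at early, mid and late log phase, which gave 18 libraries in 6 groups. Ribosomal RNA was depleted before cDNA synthesis. The paper names a TruSeq Stranded kit for the libraries and the sample labels name a ScriptSeq kit. Each library was sequenced on 2 lanes of an Illumina instrument. The authors mapped the reads and counted them per coding sequence with CLC Genomics Workbench at default settings, then tested the counts with DESeq2. In the growth curves of Figure S2a, the late log phase samples of JWCB005Δ*rex* were taken earlier than those of JWCB005, so at that phase the sampling time differs with the strain.
The deposited table holds read counts for 2734 coding sequences, of which 21 had no reads in any library. At early log phase the total was 13155683 to 15653367 reads per library in JWCB005 and 12892275 to 18408735 in JWCB005Δ*rex*. At mid log phase it was 15344535 to 18132691 and 15468248 to 16928656, and at late log phase 15315554 to 18088821 and 16643060 to 18673316. The counts were normalized by TMM and the 2677 coding sequences past edgeR's default filter on low counts were tested with its quasi-likelihood test in a model of the 6 groups. A gene was called changed, with the paper's thresholds, at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. All fold changes are JWCB005Δ*rex* over JWCB005 unless stated otherwise. The table names 2684 coding sequences by locus tag and 50 by gene symbol. The deposited files do not pair the tags with names, so gene names are those of Tables 2 and S1, the figures and the text, which cover few of the tags.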

Differential transcript expression was conducted with strain JWCB005Δ*rex* and its parent strain JWCB005 to identify genes and transcriptional units under Rex control. Samples were collected at early, mid, and late log phase, (Figure S2a). An average of 83.2% of RNA‐seq reads that passed quality assurance aligned uniquely to the *C. bescii* genome (S.D. 1.3%), with an average per‐sample genome coverage of 276X (S.D. 28). 

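At early log phase, 8 genes were higher and 12, *rex* among them, were lower in JWCB005Δ*rex* than in JWCB005. At mid log phase 5 genes were higher and 12 were lower, and at late log phase 22 were higher and 38 were lower. In at least 1 phase, 23 genes were higher and 42 were lower. At an unadjusted p under 0.05 (edgeR) there were 133, 224 and 342 genes at early, mid and late log phase. Chance alone would give a share of 0.05 of the 2677 genes tested, and the early count lay just under it. ATHE_RS12880 fell in all 3 phases, with log2 fold changes of −4.08 (SE 0.67, adjusted p = 0.00420 from edgeR's quasi-likelihood test), −3.47 (SE 0.65, adjusted p = 0.0174) and −3.23 (SE 0.64, adjusted p = 0.0111). At early log phase it stood at 693 ± 259 CPM in JWCB005 and 40.9 ± 11.6 CPM in JWCB005Δ*rex* (SD, n = 3 fermenters). ATHE_RS02160 rose in all 3 phases by 0.94 (SE 0.16, adjusted p = 0.00566), 1.15 (adjusted p = 0.00137) and 0.94 (adjusted p = 0.00429), from 28.8 ± 2.37 CPM to 55.3 ± 3.49 CPM at early log phase (SD, n = 3, edgeR). ATHE_RS06280 rose by 1.03 (SE 0.18, adjusted p = 0.00893), 1.22 (adjusted p = 0.00268) and 0.88 (adjusted p = 0.0138). The tables used here do not pair these 3 tags with a product. With DESeq2's fold change prior, ATHE_RS12880 had −2.03, −1.50 and −1.54 and still passed in each phase. In 326 genes (12.2%) at early, 394 (14.7%) at mid and 325 (12.1%) at late log phase, the 3 libraries of one strain all lay above the 3 of the other, where chance gives 10%.
The difference between phases was tested for each gene. With edgeR, 0 genes passed between mid and early log phase (27 at an unadjusted p under 0.05, and 0 with DESeq2 and with limma-voom). Between late and early log phase 0 passed (108 at an unadjusted p under 0.05, 4 with DESeq2, 0 with limma-voom), and without JWCB005 late replicate 3 the count was 9. Between late and mid log phase 1 gene passed, ATHE_RS11330, chosen after its values were seen (89 at an unadjusted p under 0.05, 3 with DESeq2, 1 with limma-voom). That count was 2 without JWCB005 mid replicate 3, 5 without JWCB005 late replicate 3, 1 without JWCB005 late replicate 2, JWCB005Δ*rex* early replicate 3 or JWCB005Δ*rex* late replicate 1, and 0 without each of the 13 other libraries. Each unadjusted count here lay under a share of 0.05 of the 2677 genes tested, which chance alone would give. At late log phase the sampling time also differed with the strain.
At early log phase, the counts of higher and lower genes were 2 and 9 without JWCB005 replicate 1 or replicate 3, and 3 and 10 without replicate 2. They were 5 and 15 without JWCB005Δ*rex* early replicate 1 and 5 and 8 without replicate 2. At mid log phase they were 3 and 7 without JWCB005 replicate 1, 4 and 7 without replicate 3, and 3 and 6 without JWCB005Δ*rex* replicate 1 or 2. At late log phase they were 10 and 22 without JWCB005 replicate 1, 48 and 62 without replicate 3, 13 and 35 without JWCB005Δ*rex* replicate 1, 15 and 19 without replicate 2 and 18 and 24 without replicate 3. The counts in at least 1 phase were 15 and 31 without JWCB005 late replicate 1, 49 and 65 without late replicate 3, 15 and 42 without JWCB005Δ*rex* late replicate 1 and 16 and 26 without late replicate 2. DESeq2 called 47 higher and 71 lower in at least 1 phase, and a fit to the 6 libraries of each phase alone called 9 and 10. At late log phase that fit called 0 and 1, and so did a test against a change of 0.5 (glmTreat). JWCB005 fermenter 2 and JWCB005Δ*rex* fermenter 1 stood apart from the other fermenters of their strains, and without both, an alternative chosen after the data were seen, the counts were 8 and 43.
The call of ATHE_RS12880 was lost at mid log phase without JWCB005 replicate 1 (adjusted p = 0.0589), JWCB005 replicate 3 (0.0530), JWCB005Δ*rex* replicate 1 (0.130) or JWCB005Δ*rex* replicate 2 (0.145), and at late log phase without JWCB005 replicate 1 (log2 fold change −2.20, adjusted p = 0.0657) or JWCB005Δ*rex* replicate 2 (0.0527). That of ATHE_RS02160 was lost at early log phase without JWCB005 replicate 1 (adjusted p = 0.0529). That of ATHE_RS06280 was lost at early log phase without JWCB005 replicate 3 (0.0695) and at late log phase without JWCB005 replicate 1 (0.0799) or JWCB005Δ*rex* replicate 3 (0.0642). With the 6 libraries of a phase alone, the late calls of ATHE_RS12880 (0.289), ATHE_RS02160 (0.270) and ATHE_RS06280 (0.270) and the mid call of ATHE_RS06280 (0.0544) were lost. With the test against a change of 0.5 (glmTreat), the late call of ATHE_RS12880 (0.0806) and the early and late calls of ATHE_RS02160 (0.322 and 0.169) and ATHE_RS06280 (0.275 and 0.447) were lost, and without both fermenters that stood apart the early and late calls of ATHE_RS02160 (0.0691 and 0.0661).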

Increased expression during at least one timepoint in JWCB005Δ*rex* relative to its parent strain was observed for 15 genes, while 9 showed decreased expression (Table S2). 

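Among the units of Table 2, genes of the ferredoxin and 'XOR' oxidoreductase region and of the class V aminotransferase unit rose in JWCB005Δ*rex*, and the ATHE_RS04720 unit fell. ATHE_RS04110, the second gene of the ferredoxin and 'XOR' unit in the gene map of Figure 1, rose by a log2 fold change of 0.93 at early (SE 0.18, adjusted p = 0.0206, edgeR) and 0.82 at late log phase (SE 0.18, adjusted p = 0.0237). At early log phase it stood at 3711 ± 227 CPM in JWCB005 and 7089.7 ± 373 CPM in JWCB005Δ*rex* (SD, n = 3 fermenters). At mid log phase its value was 0.66 (adjusted p = 0.179). ATHE_RS04120, drawn in that map as a pyranopterin gene, rose by 1.01 at early (SE 0.16, adjusted p = 0.00381) and 0.90 at late log phase (SE 0.16, adjusted p = 0.00620), with 0.68 at mid log phase (adjusted p = 0.0720). The first gene of the unit, ATHE_RS04105, had 0.52, 0.57 and 0.57 (SE 0.20 at early log phase) and passed at no phase (adjusted p = 0.655, 0.375 and 0.178). As a list of its own, that unit had 2 higher genes in each phase when adjusted over the list alone (set test with an estimated correlation, adjusted p = 0.0329, 0.113 and 0.121). All 11 genes from ATHE_RS04105 to ATHE_RS04155, which include 3 tungstate transport genes, had positive values in every phase, with medians of 1.01, 0.73 and 0.86, and 2, 0 and 2 of them passed (9, 8 and 11 when adjusted over the list alone). As a set they lay above the other genes (camera, adjusted p = 5.19e-17, 2.04e-09 and 1.10e-08), with adjusted p = 0.0325, 0.113 and 0.121 with an estimated correlation. The paper chose the units of this region in part on these samples, so the list and set values are not independent evidence.
In the class V aminotransferase unit, ATHE_RS10670 rose in all 3 phases by 0.79 (SE 0.15, adjusted p = 0.0137, edgeR), 0.71 (adjusted p = 0.0362) and 0.74 (adjusted p = 0.0118), and ATHE_RS10675 rose by 0.67 at late log phase (SE 0.16, adjusted p = 0.0269). ATHE_RS10680, the first gene of the unit, had 0.65, 0.69 and 0.61 and did not pass (adjusted p = 0.204, 0.150 and 0.103). When adjusted over the list alone, 3 of the 3 genes passed in each phase (set test with an estimated correlation, adjusted p = 0.0226, 0.0720 and 0.121). ATHE_RS04720, a hypothetical protein, fell at early (−1.71, SE 0.28, adjusted p = 0.00420) and mid log phase (−1.68, SE 0.28, adjusted p = 0.00509), from 149 ± 40.7 CPM to 45.5 ± 7.61 CPM at early log phase (SD, n = 3, edgeR), with −0.995 at late log phase (adjusted p = 0.0709). ATHE_RS04725, the other gene of its unit, fell by 1.54 at early (SE 0.23, adjusted p = 0.00214) and 1.49 at mid log phase (SE 0.23, adjusted p = 0.00268), with −0.78 at late log phase (adjusted p = 0.0810). The set test with an estimated correlation gave adjusted p = 0.00522, 0.0136 and 0.121 for this unit.
In the Ech hydrogenase unit, a membrane-bound NiFe hydrogenase, 2 of 19 genes passed, both at late log phase: ATHE_RS05445 fell by 1.21 (SE 0.29, adjusted p = 0.0364) and ATHE_RS05460 rose by 0.81 (SE 0.18, adjusted p = 0.0230, edgeR). ATHE_RS05415, the first gene, had −0.88, −1.56 and −2.22 (SE 0.62 at late log phase) and did not pass at late log phase (adjusted p = 0.0712). The first 9 genes had medians of −0.46, −0.92 and −1.03 and the last 10 had 0.11, 0.24 and 0.55, a division drawn after the values were seen. Over all 19 genes the median was −0.00, 0.15 and 0.33 and the mean −0.20, −0.28 and −0.23, so the signs differ at mid and late log phase (camera, adjusted p = 0.162, 0.113 and 0.848). This camera test looks for a shared direction, so it cannot show parts of a unit that move apart. For change in either direction (fry of limma, mixed), the unadjusted p was 0.146, 0.000652 and 4.24e-05, without comparison with the other genes. Of the 4 genes of the pyruvate:ferredoxin oxidoreductase unit, the 3 that were tested passed in no phase (medians −0.30, −0.72 and −0.75). For this unit camera gave adjusted p = 0.336, 0.0128 and 0.0204, and 0.727, 0.277 and 0.268 with an estimated correlation. None of the FeFe hydrogenase (Hyd) unit passed (medians −0.10, −0.42 and −0.43; camera, adjusted p = 0.544, 0.0352 and 0.0678, and 0.801, 0.449 and 0.498 with an estimated correlation), nor any of the *hydG* unit (camera, adjusted p = 0.280, 0.301 and 0.0934) or of the 4 genes beside *rex* (0.544, 0.938 and 0.677). Genes of the Ech, Hyd and pyruvate:ferredoxin oxidoreductase units also varied with the deviation that set JWCB005 fermenter 2 and JWCB005Δ*rex* fermenter 1 apart. That component held 41.1% of the variance of the deviations from group means among the 500 genes that deviated most.
Of the 40 genes of the Table 2 units tested besides *rex*, 2 were higher and 2 lower at early, 1 and 2 at mid, and 4 and 1 at late log phase. When adjusted over the list alone, 5 and 2, 6 and 6, and 14 and 9 passed (camera over all 40 genes, adjusted p = 0.852, 0.154 and 0.754). The units were chosen in part on these samples, so these counts, and the list and set values of each unit above, are not independent evidence. Of the 60 genes of Table S1 tested besides *rex*, 1 (1.67%), ATHE_RS04720, changed in at least 1 phase, against 63 of 2616 other genes (2.41%; Fisher's exact test, 2-sided, p = 1; odds ratio 0.687). As a set these 60 genes gave adjusted p = 0.280, 0.620 and 0.843 (camera). Counting every gene of a Table 2 unit as having a site turned the direction, with 7 of 91 against 57 of 2585 (odds ratio 3.69, Fisher's exact test, 2-sided, p = 0.00533). The odds ratio was also over 1 for sites with a score of 9.5 or more (3.75, Fisher's exact test, 2-sided, p = 0.253) and for early (2.44, p = 0.351) or mid log phase alone (2.94, p = 0.305), each with 1 changed gene, and 0 for late log phase alone (p = 0.642).
The early call of ATHE_RS04110 was lost without JWCB005 replicate 1, 2 or 3 or JWCB005Δ*rex* replicate 1 or 2 (adjusted p = 0.0594 to 0.121), and its late call without JWCB005 replicate 1 or 2 or JWCB005Δ*rex* replicate 1 (0.0657 to 0.103), where the last gave a log2 fold change of 0.52. The early call of ATHE_RS10670 was lost without JWCB005 replicate 1, 2 or 3 or JWCB005Δ*rex* replicate 2 (0.0517 to 0.0996), its late call without JWCB005 replicate 1 or 2 (0.0755 and 0.0548), and its mid call without JWCB005 early replicate 1 or 3, JWCB005 mid replicate 1, 2 or 3, JWCB005Δ*rex* early replicate 1, JWCB005Δ*rex* mid replicate 1 or 2 or JWCB005Δ*rex* late replicate 2 (0.0505 to 0.242). Late calls were lost for ATHE_RS10675 without JWCB005 replicate 1 or 2 or any JWCB005Δ*rex* replicate (0.0539 to 0.131), for ATHE_RS05445 without JWCB005 early replicate 1, JWCB005 late replicate 1 or 2 or JWCB005Δ*rex* late replicate 2 or 3 (0.0514 to 0.156), and for ATHE_RS05460 without JWCB005 replicate 1 or 2 or JWCB005Δ*rex* replicate 1 (0.101 to 0.108). With the test against a change of 0.5 (glmTreat), each call of ATHE_RS04110, ATHE_RS04120, ATHE_RS10670, ATHE_RS10675, ATHE_RS05445 and ATHE_RS05460 was lost (adjusted p = 0.146 or more), and with the 6 libraries of a phase alone so were their late calls and the mid call of ATHE_RS10670 (0.106 to 0.440). Without both fermenters that stood apart, chosen after the data were seen, the late calls of ATHE_RS04110 (log2 fold change 0.38), ATHE_RS04120 (0.54), ATHE_RS05460 (0.48), ATHE_RS10675 and ATHE_RS10670, and the early and mid calls of the last, were lost (adjusted p = 0.0671 to 0.340). The mid call of ATHE_RS04720 was lost without JWCB005Δ*rex* replicate 1 (0.0544). The counts of higher unit genes rose to 12 at late log phase without JWCB005 late replicate 3, and those of lower unit genes to 5 at mid log phase without JWCB005Δ*rex* mid replicate 3 and to 6 at late log phase without JWCB005 late replicate 2. From such differences, predicted sites and gel shifts together, the paper proposes that Rex controls these units, apart from the site before ATHE_RS04125, where it proposes no binding in vivo, and ATHE_RS11210, where it calls control doubtful.

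**Figure D1:**
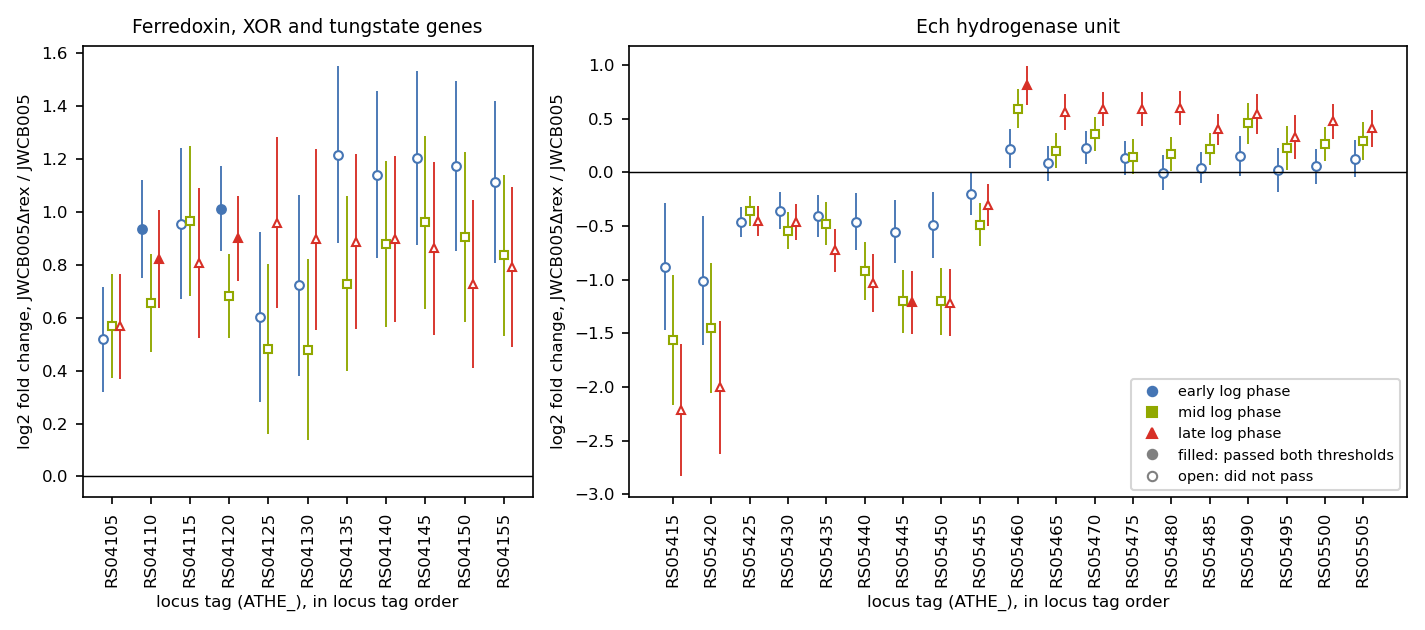
Log2 fold change of JWCB005Δ*rex* over JWCB005 (y axis) for each gene in locus tag order (x axis), for ATHE_RS04105 to ATHE_RS04155 on the left and the Ech hydrogenase unit on the right, on different y scales, with bars of 1 SE. Filled points passed both thresholds, and in the right panel the first 9 genes lie below 0 in each phase.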

A summary of genes identified as being likely members of the Rex regulon in *C. bescii*, identified through differential expression, previous, as well as our own de novo‐binding site predictions, and their corresponding putative Rex‐binding sites were tested by electromobility shift assay (Table 2).

### 3.3 Electromobility shift assays to test rex binding to predicted *C. bescii* binding sites

A series of operator sites that displayed an in vitro K_d_ between 10 and 50 nmol/L were identified, similar to other in vitro Rex‐binding studies in other Gram‐positive organisms (Brekasis & Paget, 2003; Wang et al., 2008; Zhang et al., 2014). Sequence specificity and NADH cofactor‐binding specificity of in vitro binding reactions were also verified (Figures S4, S5, and 5). Furthermore, operator sites giving these K_d_ values are those located in the promoter regions of genes shown to be conserved members of the Rex regulon (Ravcheev et al., 2012). Four unique *Caldicellulosiruptor* Rex‐binding sites were identified in the promoter regions upstream of the genes ATHE_RS00825, ATHE_RS04105, ATHE_RS04720, and ATHE_RS10680. These genes comprise regulon members for Rex in *Caldicellulosiruptor* not previously identified (Figures 1, 2, 3, 4, 5).

**Figure 1:**
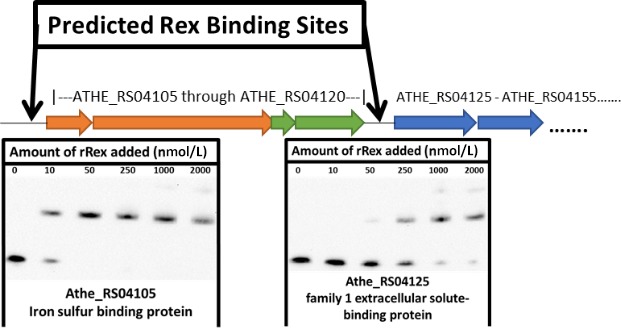
Proposed model of Rex repression supported by electromobility shift assays of binding sites identified upstream of putative transcriptional units associated with a poorly annotated, though highly expressed, oxidoreductase gene. Thes results suggest Rex represses a vaguely annotated, though highly expressed, tungstate‐containing oxidoreductase gene (Scott et al., 2015). rRex Binding upstream of ATHE_RS04125 was found to have a K_d_ much higher than other Rex‐binding sites, suggesting Rex does not bind to this site in vivo. Figure adapted from (Scott et al., 2015). Gene color representations are as represented in (Scott et al., 2015); Blue – tungstate transport, Green – pyranopterin biosynthesis, Orange ‐ ferredoxin and ‘XOR’

**Figure 2:**
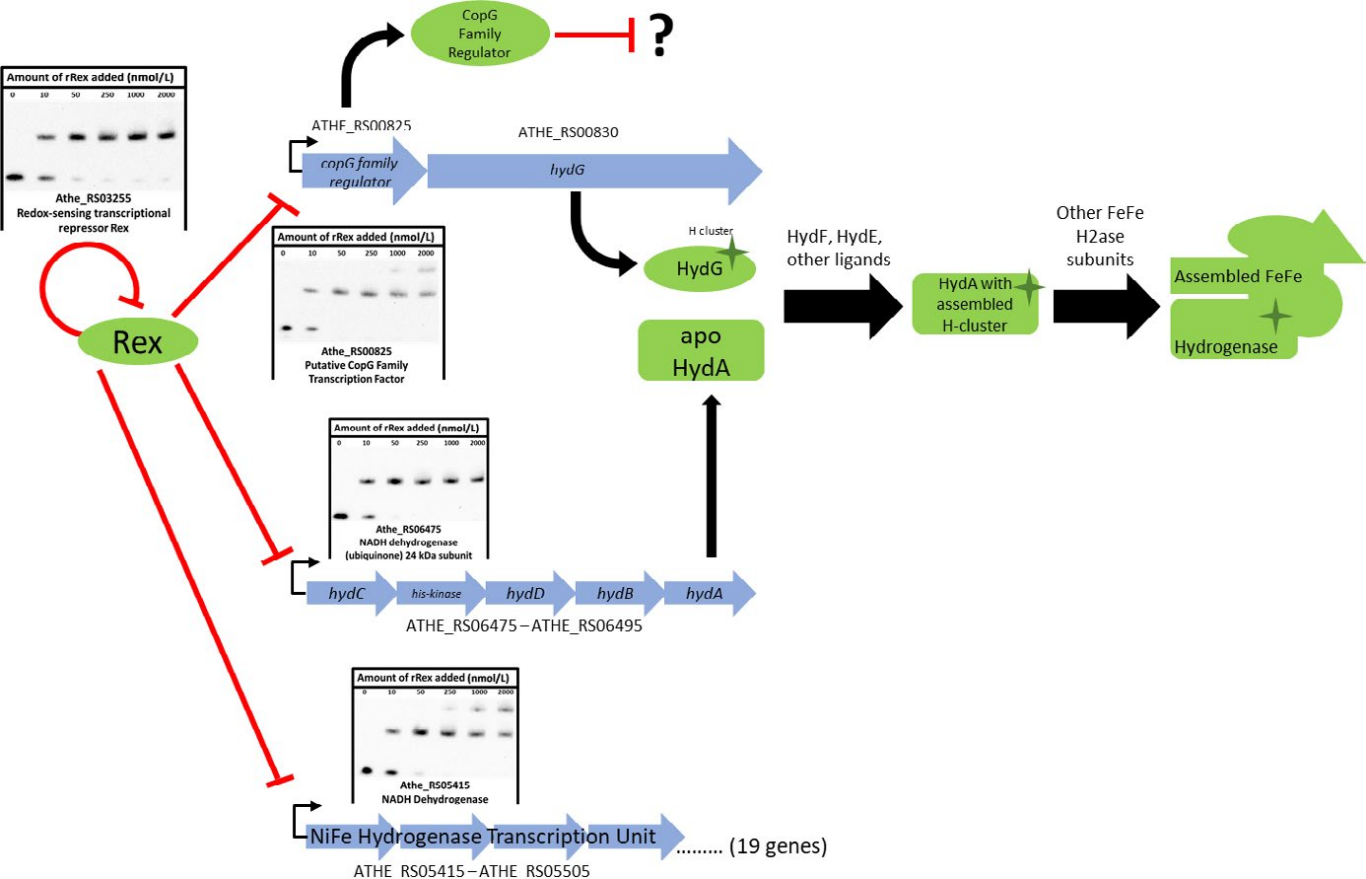
Proposed models of Rex repression supported by electromobility shift assays of Rex‐binding sites upstream of hydrogenase genes in *C. bescii*. These results suggest Rex represses FeFe hydrogenase structural genes and *hydG*, a maturase necessary for active site assembly in FeFe hydrogenases. Rex represses expression of NiFe hydrogenase structural genes. Rex also autoregulates itself. Genomic arrangement of *hyd* and *ech* genes inferred from homology to putative transcriptional units identified in *C. saccharolyticus* (Van de Werken et al., 2008) and predicted transcriptional units identified, using the DOOR prokaryote operon database (Mao et al., 2014). Hyd subunit assembly scheme adapted from (Kuchenreuther et al., 2014)

**Figure 3:**
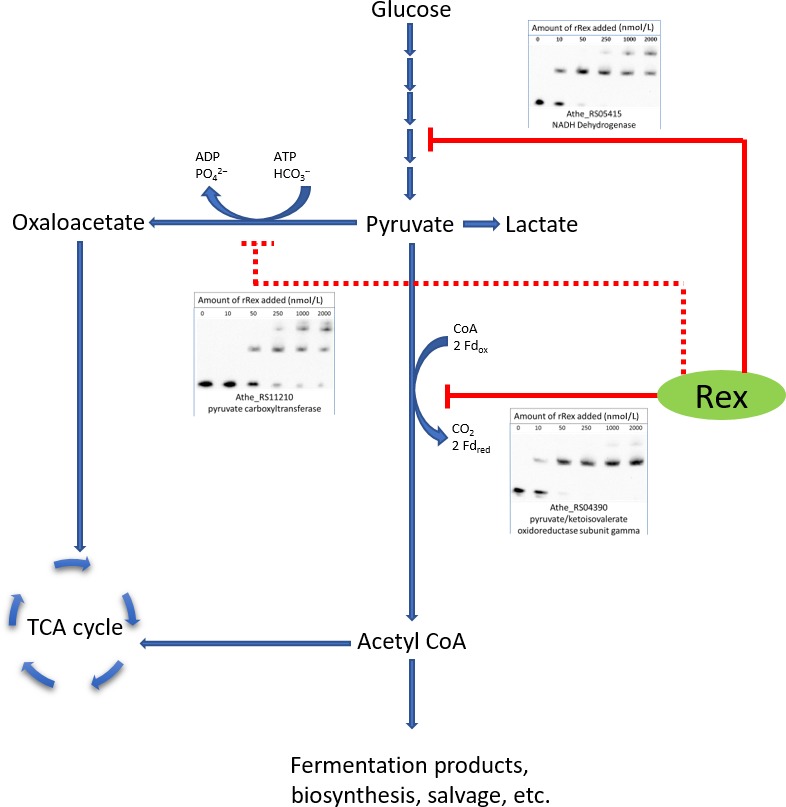
Proposed models of Rex repression supported by electromobility shift assays of binding sites upstream of central glycolytic genes. These results suggest Rex represses expression of ferredoxin‐dependent pyruvate/ketoisovalerate oxidoreductase (Solid red line). Rex transcriptional control of pyruvate carboxyltransferase (ATHE_RS11210, also annotated as oxaloacetate decarboxylase), though remains doubtful because of the relatively high K_d_ observed in vitro (dashed red line)

**Figure 4:**
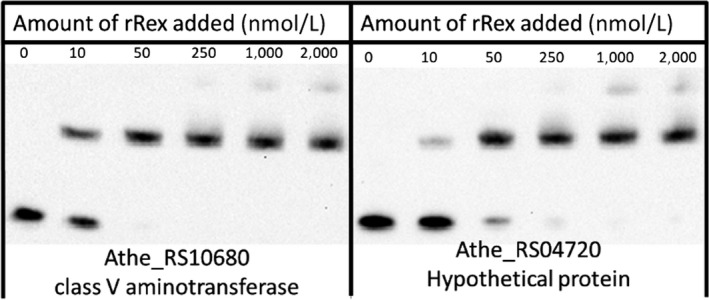
Electromobility shift assays of other predicted Rex‐binding sites whose role in redox metabolism, and *C. bescii* metabolism in general, is not well understood. Rex regulates expression of ATHE_RS10860, a class V aminotransferase as well as ATHE_RS04720, annotated as a hypothetical protein

**Figure 5:**
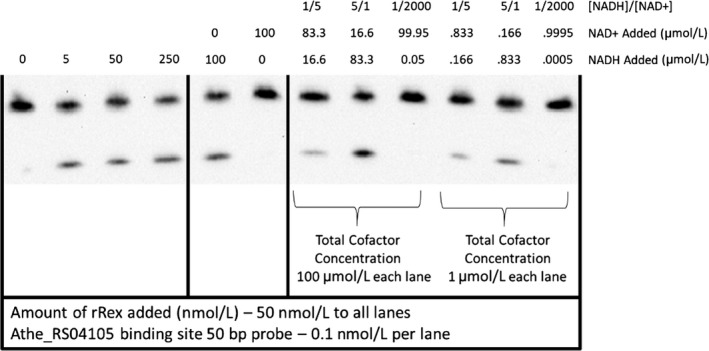
Electromobility shift assay showing DNA binding by Rex is disrupted by NADH and is sensitive to NADH/NAD ^+^ ratio across cofactor pool concentrations of 1–100 μmol/L

### 3.4 Ethanol productivity of a *rex* deletion in an ethanol producing strain of *C. bescii*

To test the direct impact of the Rex protein on ethanol production in *C. bescii*, we deleted the *rex* gene in an ethanol producing strain, JWCB032 (Chung et al., 2014). JWCB032Δ*rex* showed no differences in growth profile or fermentation products relative to its parent after 48 hr when grown in LOD media (Figure S6). However, phenotypic differences were observed when these two strains were grown in LOD media augmented with 1/10th the typical amount of ammonium chloride (0.467 mmol/L), the only source of soluble reduced nitrogen in LOD media (Farkas et al., 2013), making this a nitrogen‐limited growth condition. *C. bescii* actively grows for only 10–12 hr when grown in this condition (Figure 6a). Both strains grew to similar turbidity under this growth condition, with the *rex* mutant exhibiting a lag phase about 5 hr longer than its parent strain (Figure 6). Differences in fermentation product profile appear after active growth ceases (>36 hr, Figure 6b). The *rex* knockout strain produced 54% more ethanol after 36 hr of fermentation than its parent strain (Figure 6), accounting for a 0.16 mmol/L difference in final ethanol concentration between the two strains. The two strains produced similar amounts of acetate after 36 hr of fermentation. The relative difference in the amount of ethanol produced in JWCB032Δ*rex* relative to JWCB032 increased through 60 hr of fermentation.

**Figure 6:**
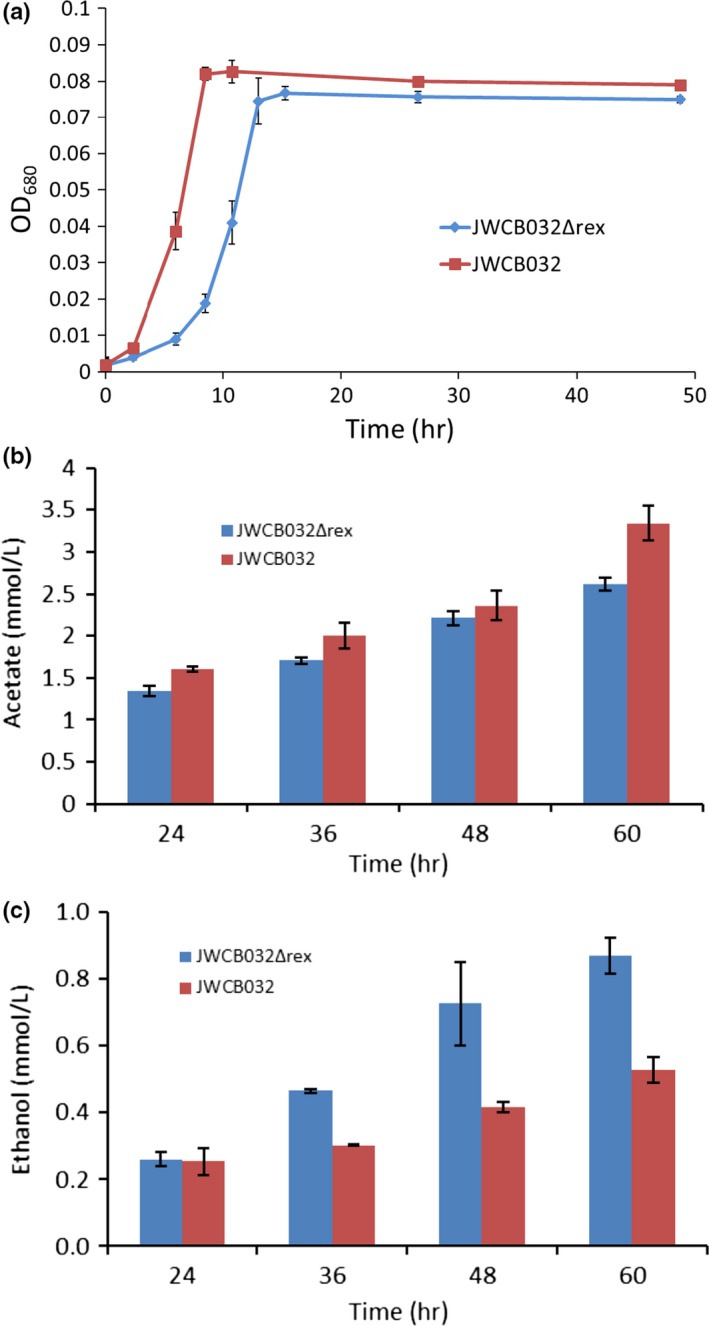
(a) Growth of ethanol producing JWCB032 and JWCB032Δ*rex* conducted in media containing 1/10th of typical concentration of ammonia. (b) Acetate and (c) ethanol produced by strains JWCB032Δ*rex* and JWCB032 showing a shift away from acetate and toward ethanol production after 36 hr of fermentation. Error bars represent one standard deviation of two culture replicates. Points on line plots and values indicated in bar plots are mean values of two biological replicates

### 3.5 Metabolite profile differences observed in ethanol producing rex‐deficient *C. bescii*

To investigate ethanol production differences between the two strains under nitrogen‐limiting conditions, intracellular, and extracellular metabolomic profiles were generated after 36 hr of fermentation (Figure 7, Table S3), when differences in ethanol concentrations were previously observed to be prominent (Figure 6). Succinate and 2‐oxoglutarate, two TCA cycle metabolites, show a shift in TCA cycle carbon flux toward succinate production in JWCB032Δ*rex*. The relative intracellular abundance of 2‐oxoglutarate in JWCB032Δ*rex* was only 18% of that of strain JWCB032, while the corresponding relative intracellular concentrations of succinate were 125% higher in JWCB032Δ*rex*. Lactate, pyruvate, glycerol/glycerol‐3P, and hexadecanoate were all found to be at least 124% more abundant in JWCB032Δ*rex*. The relative abundance of many amino acids was increased either intracellularly or in the supernatant in JWCB032Δ*rex*. Mesaconate and citramalate were found to be at least 138% more abundant in JWCB032Δ*rex* in both the supernatant and intracellularly, while oxalomalate was found to be less abundant in both. Cystine was found in decreased abundance in JWCB032Δ*rex*, both intracellularly (37% of parent strain) and in the supernatant (93% of parent strain).

**Figure 7:**
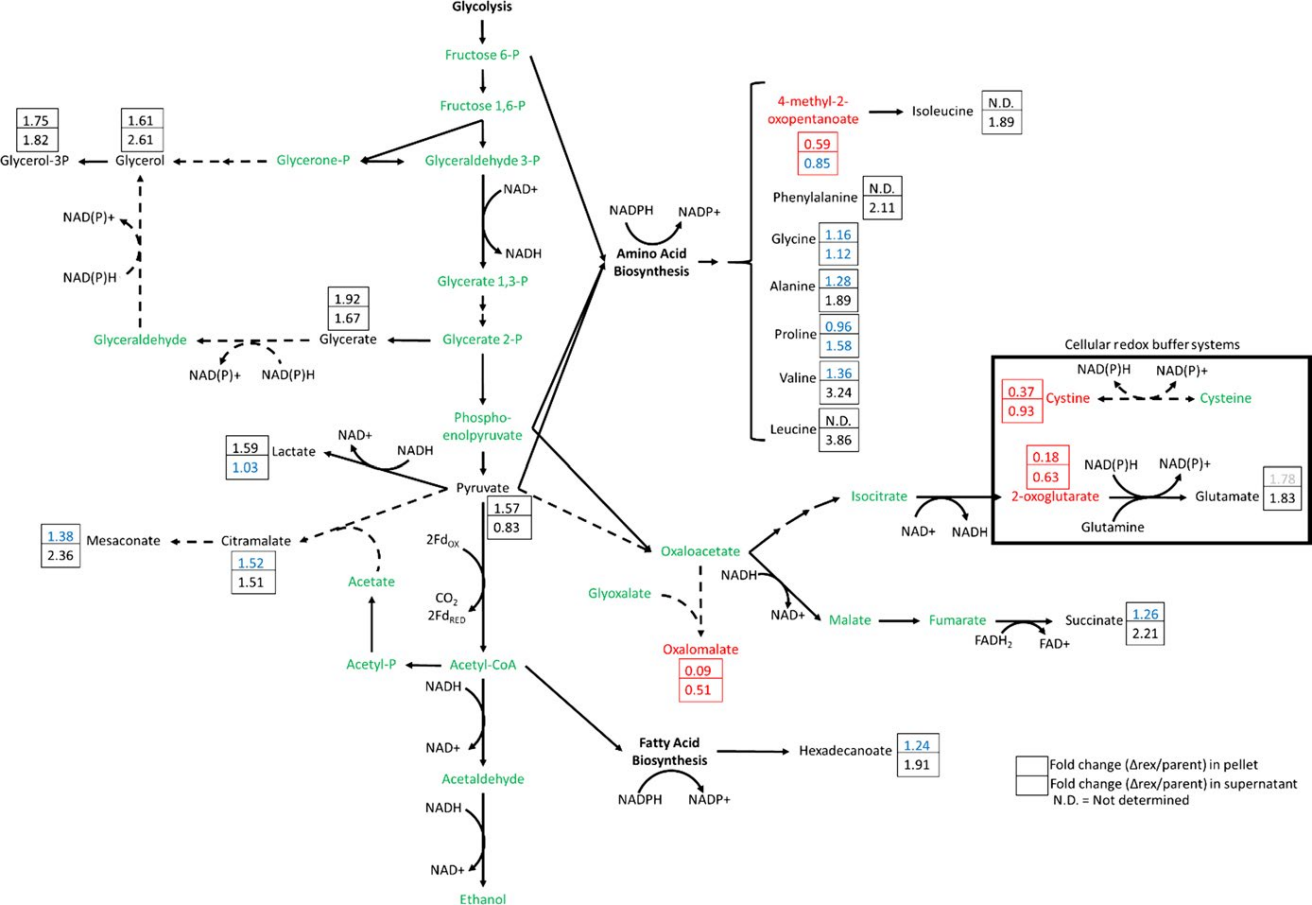
Differential metabolomic comparison of JWCB032Δ*rex* and its parent strain JWCB032. Metabolites indicate a metabolic shift toward reductive metabolic reactions in JWCB032Δ*rex*, indicative of more reduced intracellular redox status and possibly being driven by the accumulation of pyruvate. Solid lines indicate reactions annotated in KEGG for *C. bescii*, while dashed black lines indicate reactions not annotated in the *C. bescii* KEGG database entry. Values indicated in boxes are relative abundance ratios, computed as signal intensities identified in rex‐deficient mutant strain relative to that in the genetic parent strains. Metabolites labeled in green were either not detected or their fold‐change differences were not statistically significant. Red colored metabolites showed significant decreased metabolites levels in JWCB032Δ*rex* (relative to its parent strain JWCB032) while black colored metabolites showed significantly increased metabolite levels. Black numbers indicate values that were found to be statistically significant, while blue numbers are not statistically significant. Significance was determined as *p* < .05 from a two‐tailed students *t*‐test (*n* = 4 biological replicates, equal variance assumed). Twelve replicate cultures were collected, and material from three cultures were combined to make one analytical replicate and four replicates per strain. Pellets and supernatants of four analytical replicates of each strain were thus analyzed, separately

## 4 DISCUSSION

### 4.1 Expanding the *rex* regulon in *C. bescii*

The Rex regulon of the close *C. bescii* relative, *Caldicellulosiruptor saccharolyticus*, has been curated in the RegPrecise database (Novichkov et al., 2013). RegPrecise predicts six Rex‐binding sites in *C. saccharolyticus*. Two of these sites are located upstream of *adhA* genes (Csac_0622 and Csac_0407) of which *C. bescii* does not have a homolog of. Homologs of the remaining four predicted Rex operator sites predicted in *C. saccharolyticus* were found on the *C. bescii* genome (Table 2). A study of gene expression in *C. saccharolyticus* under hydrogen sparging (Bielen et al., 2013) found evidence to extend the putative Rex regulon of *C. saccharolyticus* beyond those genes predicted in RegPrecise. Our study validates Rex regulatory control of these previously predicted regulon members, as well as novel members of the Rex regulon not previously predicted; the HydG hydrogenase maturation factor collocated in a putative operon with a CopG family transcription factor, the ‘XOR’ gene (a poorly annotated oxidoreductase) (Scott et al., 2015), an unannotated highly expressed oxidoreductase gene, and a class V aminotransferase.

HydG is responsible for synthesizing a di‐iron precursor to the H‐cluster active site of the FeFe hydrogenase (Kuchenreuther et al., 2014). As the presence or absence of HydG protein can effectively regulate assembly of functional FeFe hydrogenase by modulating correct active site assembly (Biswas et al., 2015), and the FeFe hydrogenase is a main hydrogen generation route in *C. bescii* (Cha et al., 2015), its regulation by Rex is consistent and expected. The regulon of this CopG transcription factor remains unknown and unpredicted.

Rex regulation of the ‘XOR’ gene is also to be expected given its presumed importance to redox metabolism in *C. bescii* (Scott et al., 2015). While Rex is only known to sense the redox potential of the NADH/NAD^+^ redox couple within the cell, it regulates redox metabolic reactions whose cofactors stretch beyond just this couple, exemplified in *C. bescii* by Rex regulation of the ferredoxin‐dependent NiFe membrane bound hydrogenase (Figure 2) and of a likely ferredoxin‐dependent pyruvate:ferredoxin oxidoreductase (Figure 3). 

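ATHE_RS04110, the 'XOR' gene, ranked 18th of 2677 coding sequences by mean CPM over the 18 libraries. In JWCB005 it ranked 27th, at 3908 ± 443 CPM, and in JWCB005Δ*rex* it ranked 7th, at 6826 ± 1251 CPM (SD, n = 9 libraries each). ATHE_RS04105, the ferredoxin gene before it, ranked 247th in JWCB005 and 144th in JWCB005Δ*rex*, at 885 ± 110 CPM in JWCB005 and 1298 ± 296 CPM in JWCB005Δ*rex*. ATHE_RS04120 ranked 280th in JWCB005 and 120th in JWCB005Δ*rex*. The tungstate transport genes ATHE_RS04125, ATHE_RS04130 and ATHE_RS04135 ranked 1095th, 1190th and 1592nd in JWCB005 and 782nd, 884th and 1243rd in JWCB005Δ*rex*. Between strains, as a set, they gave adjusted p = 0.00196, 0.05002 and 0.00657 with camera's preset correlation at early, mid and late log phase. With an estimated correlation they gave 0.145, 0.366 and 0.197. The paper chose Table 2's units, this one among them, in part on expression in these samples. With an estimated correlation the pyranopterin genes ATHE_RS04115 and ATHE_RS04120 gave 0.0140, 0.0720 and 0.121, and the 4 genes after the transport genes 0.0394, 0.119 and 0.216. With the preset one these were 1.05e-06, 0.000505 and 0.000645, and 1.37e-07, 9.16e-05 and 0.00318. CPM does not correct for gene length, so ranks favour long genes. Correlations across libraries were not computed, since the libraries fall into 6 groups.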

While the specific function of this gene remains unknown, its relatively high expression level, unique reliance on tungsten, and coordinated expression with tungsten assimilation genes and a ferredoxin suggest its importance to redox metabolism in *C. bescii*.

Rex regulatory control of a class V aminotransferase in *C. bescii* is not well understood. A serine‐pyruvate aminotransferase was identified as part of the Rex regulon of five genomes from *Thermotogales*, constituting an NADH‐dependent step of a serine utilization pathway (Ravcheev et al., 2012). This Rex regulated class V aminotransferase in *C. bescii* is annotated as an alanine‐glyoxylate aminotransferase and no reference is given to its redox dependence. This gene is also collocated in a putative transcriptional unit with an NADH dependent 3‐phosphoglycerate dehydrogenase, also a biochemical step in serine biosynthesis.

### 4.2 Ethanol‐producing *rex*‐deficient *C. bescii* produces more ethanol under nitrogen‐limiting conditions which extends fermentation

A *rex* deletion strain was generated, using *C. bescii* strain JWCB032 (Chung et al., 2014) as the parent to investigate the effect Rex may have on ethanol production and overall redox metabolism. Relative differences in ethanol synthesis were observed in a *rex‐*deficient mutant strain when the cells were grown in nitrogen‐limiting conditions (Figure 6), though not in replete media, and only after 36 hr of fermentation. Under replete conditions, the pH of batch cultures of *C. bescii* drop to ~4.5 from an initial pH of 7.2 (data not shown) due mainly to the production of acetic acid. Growth and fermentation are not observed at or below these pH values (data not shown). Growing the cells in nitrogen‐limiting conditions restricts active growth, the total amount of cell biomass synthesized, and acts to limit the total amount of acetate that is generated (as seen by comparing nitrogen limited growth and fermentation products in Figure 6 and replete fermentation product production in Figure S6), allowing fermentation to continue long after active growth has ceased. A shift was observed in whole‐cell redox state in *C. saccharolyticus* as it entered the stationary phase, as indicated by an increase in lactate production and lower response when harvested cells were subjected to a poised amperometric cell (Kostesha, Willquist, Emneus, & van Niel, 2011). This indicates redox‐mediated end‐product shifting is occurring as cells enter stationary phase, likely favorable conditions for ethanol production as the exogenous AdhE of JWCB032 and native lactate dehydrogenase both rely on NADH to generate their respective products. *C. cellulolyticum* grown in nitrogen‐limited chemostat culture similarly showed an increase in fermentative flux toward ethanol as dilution rates increased (Desvaux & Petitdemange, 2001). Ethanol generation by heterologously expressed AdhE protein expressed in strain JWCB032 has been shown to be dependent on redox conditions in the native host. Perturbing redox metabolism in *C. thermocellum*, the native host of this AdhE enzyme, either through genetic modification or altering growth conditions, has predictably resulted in altered levels of the formation of ethanol and other reduced fermentation products (Biswas et al., 2015; Brown et al., 2011; Rydzak, Levin, Cicek, & Sparling, 2011; Sander et al., 2015). It is likely this AdhE enzyme is similarly sensitive to redox conditions when expressed in *C. bescii*.

Another possible explanation for elevated levels of ethanol in JWCB032Δ*rex* under nitrogen limitation would be an interaction between the *rex* regulator and nitrogen metabolism in *C. bescii,* which could be augmented in the JWCB032Δ*rex* strain deficient in this regulator. Metabolic and expression coupling between nitrogen metabolism and ethanol production has been studied in mutant strains of *C. thermocellum* (Rydzak et al., 2017), though no regulatory link involving Rex was found. No known link between nitrogen metabolism and ethanol production involving Rex in *C. bescii* is known to exist either.

To investigate why JWCB032Δ*rex* produced more ethanol than its parent strain, intracellular, and extracellular metabolomics was conducted on this strain and its parent, JWCB032. Most metabolites found in increased abundance in strain JWCB032Δ*rex* require reduction reactions (with reductant being provided by NADH and NADPH in most cases) for their synthesis. Apart from the glycerol and glycerol‐3P, inferred metabolic pathways (Kanehisa, Sato, Kawashima, Furumichi, & Tanabe, 2016) responsible for the synthesis of metabolites found in differential abundance originate at the pyruvate metabolic pathway node (Figure 7). The accumulation of pyruvate and the redox‐state reduction of intracellular redox pools may support the synthesis of overflow metabolites.

### 4.3 Redox buffering systems

Increased concentrations of components of two known redox buffer systems were observed in JWCB032Δ*rex* cells; the cysteine–cystine couple (Banerjee, 2012) and the 2‐oxoglutarate‐glutamate couple (Ballester‐Tomás, Randez‐Gil, Pérez‐Torrado, & Prieto, 2015; Mailloux et al., 2009). The reactions of both couples involve the interchange of one molecule of NAD(P)(H) and 2 electrons. The oxidized component of each couple was found in decreased concentration in JWCB032Δ*rex*, suggesting that these redox buffer systems are responding to more reduced redox conditions relative to those of strain JWCB032 by reducing the pools of these molecules. Cysteine is known to be one of the most reducing of the known cellular redox buffer systems (Banerjee, 2012). Free cysteine has been shown to reduce iron in *E. coli*, generating hydroxyl radicals and causing DNA damage, and this may be an evolutionary reason intracellular free cysteine levels are kept low in cells (Park & Imlay, 2003). Components of other cellular redox buffer systems were not detected in our metabolomic study of JWCB032 and JWCB032Δ*rex*. *C. bescii* redox conditions may be more readily augmented using the cysteine–cystine system rather than other redox buffering systems.

### 4.4 Differentially abundant metabolites in JWCB032Δrex

Metabolites involved in glycerol metabolism, biosynthesis of the fatty acid hexadecanoate, five amino acids (isoleucine, phenylalanine, alanine, valine and leucine), TCA cycle metabolites, ethanol, and acetate were found in increased abundance in JWCB032Δ*rex*. As the genes responsible for biosynthesis of these metabolites were not differentially expressed in strain JWCB005Δ*rex*, we hypothesize that these differences result from metabolite‐driven flux. 

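ATHE_RS11210, annotated in Table 2 as pyruvate carboxyltransferase or the 2-isopropylmalate synthase LeuA of leucine synthesis, had log2 fold changes of 0.10, 0.14 and 0.25 (SE 0.23 at late log phase) at early, mid and late log phase. It passed at no phase (adjusted p = 0.999, 0.918 and 0.773, edgeR). ATHE_RS02505, citramalate synthase, had −0.01, −0.00 and −0.14 (SE 0.16 at late log phase; adjusted p = 0.999, 0.998 and 0.838). *leuD*, a subunit of isopropylmalate isomerase in leucine synthesis, had 0.07, 0.12 and 0.04 (SE 0.35 at late log phase; adjusted p = 0.999, 0.957 and 0.996). In simulated data with the spread of these libraries, changes of 1 on the log2 scale were called in 82%, 80% and 84% of genes at the 3 phases, and changes of 0.75 in 62%, 50% and 70%. These are shares over genes of any spread and do not hold for *leuD*, given its SE. The simulation held 50 changed genes of each size in every phase, more in all than were called here, which eases the adjusted threshold. It also drew libraries independently, so its shares may be too high for these data. Other genes of these pathways were not analysed here, since outside Tables 2 and S1 the files used here do not pair tags with names.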

The metabolites glycerate, glycerol, and glycerol 3‐phosphate were found in relatively increased abundance in strain JWCB032Δ*rex*, and two reactions involved in the synthesis of these metabolites (glyceraldehyde dehydrogenase and glycerol dehydrogenase) are redox dependent. There are no genes annotated in the *C. bescii* KEGG database entry (Kanehisa et al., 2016) that encode catalytic enzymes for these reactions, nor are there any genes annotated with these functions in the recently re‐annotated RefSeq annotations for the *C. bescii* DSM 6725 genome, though the presence of these molecules indicates these functions must be present in vivo in *C. bescii*. It is worth noting that *C. bescii* cannot grow in media containing glycerol as a sole source of carbon (Hamilton‐Brehm et al., 2010). Increased abundance of amino acids, particularly branched chain amino acids, was also observed as products of overflow metabolism of *C. thermocellum* (Biswas et al., 2017; Holwerda et al., 2014) in response to genetically induced redox perturbations and increased substrate loading. Metabolic flux of the TCA cycle and associated reactions was also redistributed toward reductive reactions, resulting in increased supernatant concentrations of succinate and glutamate and decreased supernatant and intracellular concentrations of oxalomalate and 2‐oxoglutarate. Succinate production was increased 60% in *E. coli* by altering redox metabolism (Singh, Cher Soh, Hatzimanikatis, & Gill, 2011), highlighting the importance intracellular redox can have on the synthesis of succinate and TCA cycle flux.

According to the KEGG functional annotation (Kanehisa et al., 2016) of the *C. bescii* genome, metabolites whose synthesis do not require redox reactions in reaction steps unique to their synthesis are mesaconate, citramalate, oxalomalate, and acetate. Acetate and oxalomalate are competing pathways to metabolites whose synthesis pathways do depend on redox reactions, and the relatively decreased amount of these metabolites may be due to redox‐driven flux through these competing pathways. Mesaconate can be synthesized from pyruvate or glutamate. Citramalate and mesaconate production are sequential metabolic steps, and because citramalate is also found in increased abundance, mesaconate is likely synthesized from pyruvate rather than from glutamate. KEGG does not annotate/assign genes for mesaconate synthesis from pyruvate or glutamate in *C. bescii*, though the most recent RefSeq annotation of the *C. bescii* DSM 6725 genome does contain an annotation for a gene encoding a citramalate synthase (ATHE_RS02505). No gene encoding a mesaconate hydratase, the enzyme synthesizing mesaconate from citramalate, could be identified. Neither of the two genes necessary for mesaconate synthesis from glutamate are annotated and protein BLAST homology searches for methylaspartate ammonia‐lyase from *E. coli* and *Aspergillus oryzae* returned no genes with significant similarity. This further suggests mesaconate is being generated from citramalate as an intermediate and as an overflow metabolism product resulting from the accumulation of pyruvate.

### 4.5 Intracellular redox conditions and pyruvate accumulation possibly driving metabolite differences

Many reactions synthesizing differentially abundant metabolites are [NADH]/[NAD^+^] dependent, and the observation of cellular redox buffer systems being active, further supports the hypothesis that metabolite differences observed in JWCB032Δ*rex* stem, in part, from redox‐driven flux differences. Redox‐driven overflow metabolism is observed in two other CBP organisms, *Clostridium thermocellum* (Holwerda et al., 2014) and *Clostridium cellulolyticum* (Guedon, Payot, Desvaux, & Petitdemange, 1999). Excess‐free amino acids are found in the supernatant of strains of *C. thermocellum* whose redox metabolism has been perturbed (Holwerda et al., 2014), and strains of *C. cellulolyticum* grown at high dilution rates (Guedon et al., 1999). Upon being challenged with these increased reductive loads, pyruvate is found in the supernatant of both species and both species synthesize lactate (Guedon et al., 1999; Holwerda et al., 2014). *C. cellulolyticum* also shunts carbon at an earlier glycolytic node (Glucose 1‐phosphate → Glucose 6‐phosphate) toward glycogen and exopolysaccharide synthesis in response to increasing substrate loads (Guedon, Desvaux, & Petitdemange, 2000). Pyruvate accumulation and subsequent overflow metabolism has been observed and studied in detail in *C. thermocellum* (Deng et al., 2013; Holwerda et al., 2014; Olson et al., 2017; Thompson et al., 2015). Accumulation of formate and hydrogen in *C. thermocellum* collectively restrict the reoxidation of ferredoxin and limit its availability for pyruvate:ferredoxin oxidoreductase‐enabled conversion of pyruvate to acetyl‐CoA, causing accumulation of pyruvate and pyruvate‐derived overflow metabolism products (Holwerda et al., 2014; Thompson & Trinh, 2017; Thompson et al., 2015). *C. cellulolyticum* growth was shown to be inhibited by high concentrations of NADH, which inhibits glyceraldehyde 3‐phosphate dehydrogenase activity and limits glycolytic flux (Payot, Guedon, Cailliez, Gelhaye, & Petitdemange, 1998). Substantial overflow metabolism and increased ethanol synthesis was observed at relatively lower [NADH]/[NAD^+^] ratios in *C. cellulolyticum* (Guedon et al., 1999), as to where strains of *C. thermocellum* demonstrating the most overflow metabolism and highest ethanol yields generally exhibit relatively higher [NADH]/[NAD^+^] ratios (Beri, Olson, Holwerda, & Lynd, 2016), suggesting [NADH]/[NAD^+^] ratio alone may not always determine flux directionality and flux toward overflow products. Overflow metabolism may be similarly metabolite and/or redox driven in *C. bescii*, though direct measurement of intracellular redox conditions and/or validated metabolic modeling would further qualify this hypothesis.

## 5 CONCLUSIONS

In studying the *rex* gene in *C. bescii*, we have found novel members of the Rex regulon not previously described. These include the ‘XOR’ gene (Scott et al., 2015), an oxidoreductase gene that is highly expressed in *C. bescii*, a class V aminotransferase (ATHE_RS10680), a hypothetical protein (ATHE_RS04720), and the *hydG* gene contained in a putative transcriptional unit along with a CopG family transcription factor. The functional contribution of these genes to redox homeostasis, the primary function of the Rex protein, remains unknown. A *rex* deletion mutant strain heterologously expressing a bifunctional alcohol dehydrogenase gene produced 54% more ethanol (a 0.16 mmol/L increase in final titer) when fermentation continued for 36 hr (while limited for nitrogen). Metabolomic profiling shows differential abundance of reduced products and the shift of two known redox buffering systems toward their reduced counterparts, suggesting the elimination of the *rex* gene leads to a more reduced intracellular redox environment in the stationary phase that in turn drives increased production of ethanol and other overflow metabolites.

## ACCESSION NUMBERS

Raw reads, processed data and experiment metadata were submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE102041.

## CONFLICT OF INTEREST

None declared.

# Supplementary material for: Rex in Caldicellulosiruptor bescii: Novel regulon members and its effect on the production of ethanol and overflow metabolites
**Source:** Microbiologyopen. 2018 May 23;8(2):e00639. doi: 10.1002/mbo3.639
**Supplement:** Supplementary file 1

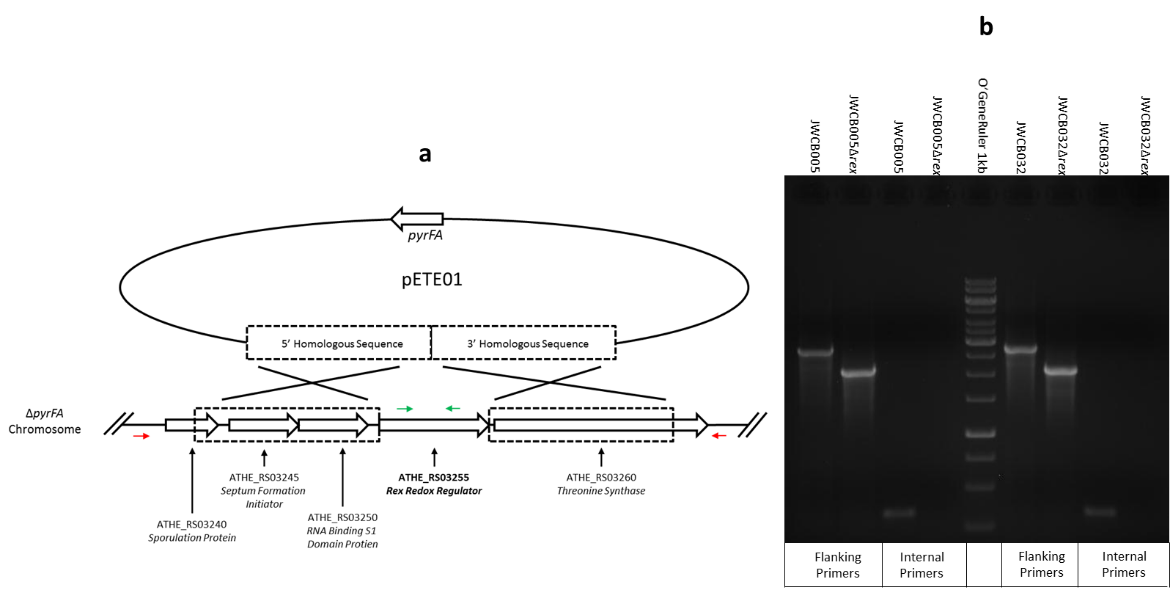

Figure S1. (a) Chromosomal integration and recombination scheme for constructing Δ*rex* mutants of JWCB005 and JWBCB032. Red arrows distal to homology region indicate primer binding sites for flanking primers used to screen knockout strains. Green arrows inside ATHE_RS03255 coding DNA sequence indicate primers binding internal to *rex* gene used to screen for the presence of *rex* coding sequence DNA. (b) PCR confirmation of Δ*rex* in strains JWCB005 and JWCB032 using primers which anneal within the deleted CDS (internal primers) and primers which anneal outside of the 5’ and 3’ flanking regions of homology (flanking primers). Expected *rex* wt amplicon using flanking primers is 2825 bp and expected Δ*rex* amplicon using flanking primers is 2171 bp. Expected amplicon length of PCR product using internal primers is 348 bp.

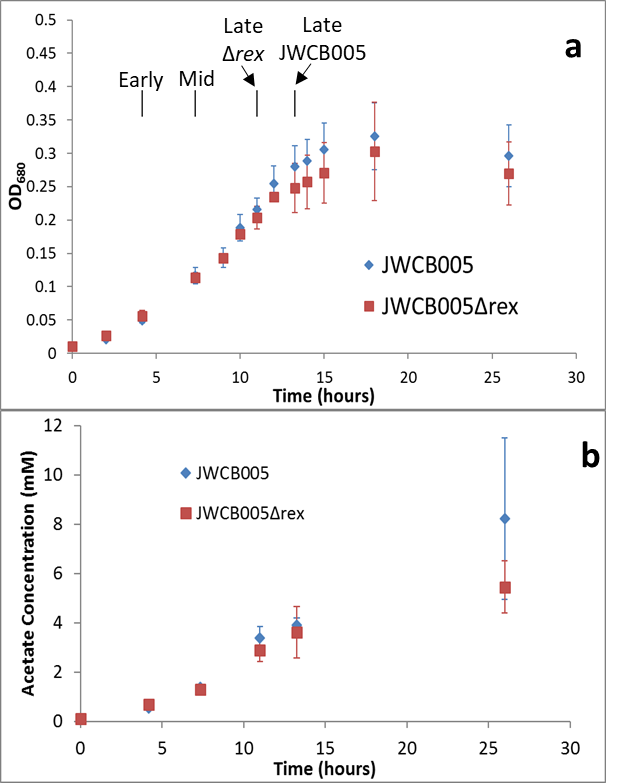

Figure S2. (a) Growth profile and (b) supernatant acetate concentration of JWCB005Δ*rex* strain and parent strain JWCB005. Labeled marks indicate times when cell aliquots were collected for expression profiling. No lactate was detected during growth.

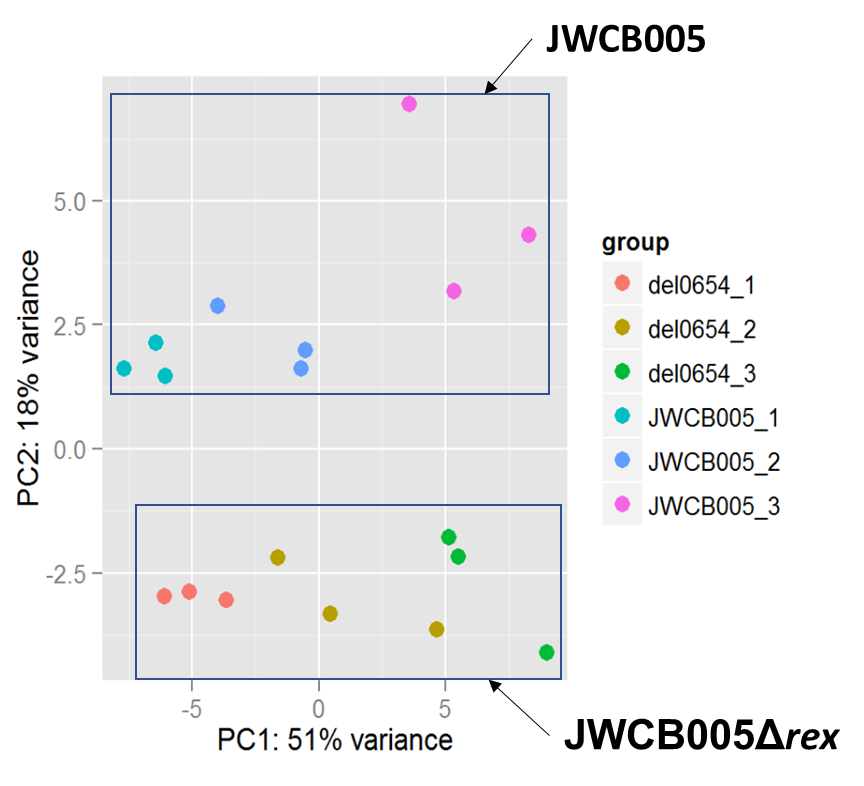

Figure S3. Principal component analysis of normalized mapped RNA-seq read-counts from strains JWCB005 and JWCB005Δ*rex*.

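The principal components were recomputed from log2 CPM of the 500 most variable genes in the 18 libraries, centred and not scaled. PC1 held 46.9% of the variance and PC2 22.3%. PC1 followed growth: its mean score was −14.0 ± 1.96, −3.42 ± 3.94 and 10.6 ± 4.61 in JWCB005 at early, mid and late log phase, and −9.24 ± 2.49, 2.81 ± 6.37 and 13.3 ± 4.60 in JWCB005Δ*rex* (SD, n = 3 fermenters). PC2 separated the strains, with 4.08 to 12.8 in the 9 JWCB005 libraries and −8.38 to −4.73 in the 9 JWCB005Δ*rex* libraries. *rex* itself had the largest loading on PC2. With *rex* left out, an alternative chosen after the data were seen, PC2 held 13.9% and still separated the strains. With DESeq2's regularized log, PC1 held 50.6% and PC2 18.4%.

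**Figure D2:**
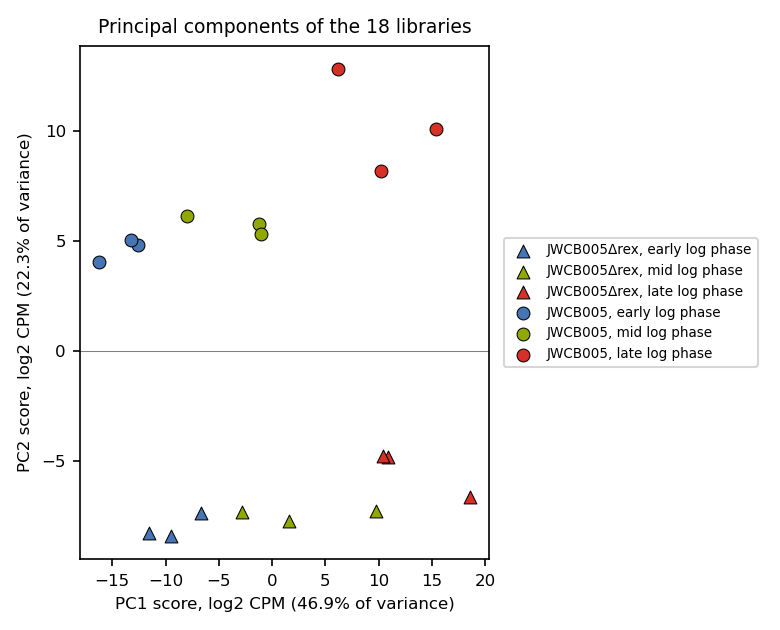
Scores of the 18 libraries on PC1 (x axis) and PC2 (y axis), 1 point per library, by strain and growth phase. The JWCB005 libraries lie above 0 on PC2 and the JWCB005Δ*rex* libraries below 0.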

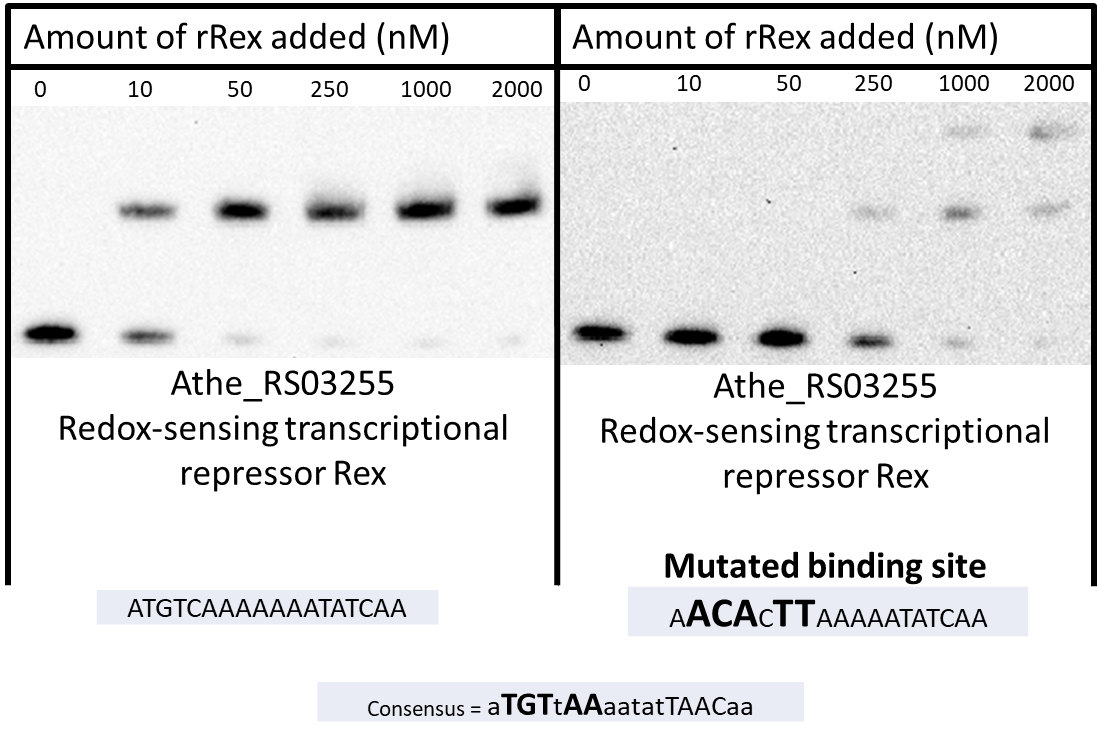

Figure S4. Electromobility shift assay using ATHE_RS03255 probe containing a mutated Rex binding site showing *in vitro* EMSA assay is sequence specific for Rex operator sites.

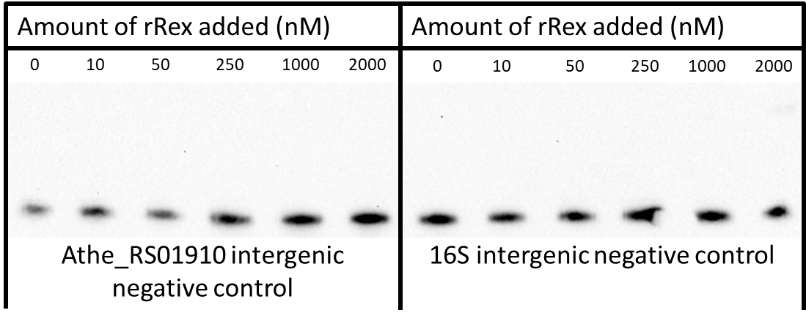

Figure S5. Electromobility shift assay reactions using probes containing non-homologous sequence to Rex binding sites showing Rex binding is sequence specific for previously predicted operator sites.

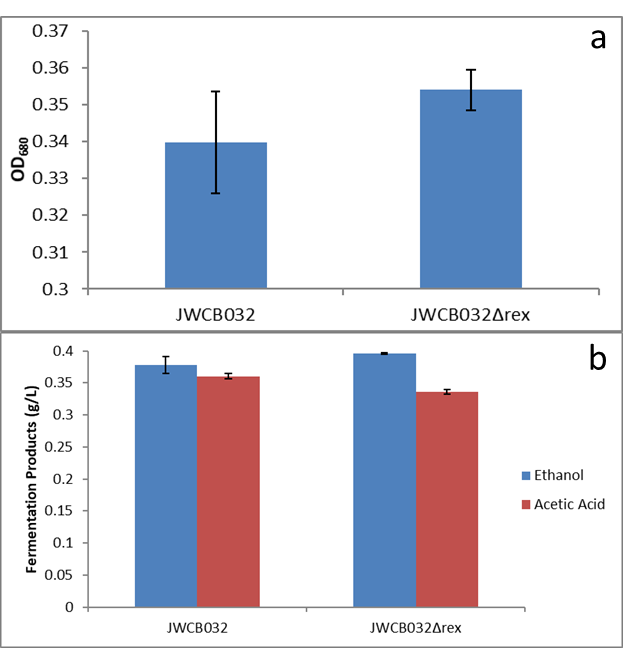

Figure S6: (a) Cell growth (as measeured by OD_680_) and (b) fermentation products of strains JWCB032 and JWCB032Δ*rex* after 48 hours of growth in LOD media.

How the deposited data were processed for this re-analysis (not part of the article)

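RNA-seq of *C. bescii* was analysed in 18 libraries, from 3 fermenters of each strain (JWCB005 and JWCB005Δ*rex*) at early, mid and late log phase. Samples were grouped by the strain, phase and replicate number that the labels give, and each library was treated as coming from the fermenter of its number. The authors combined the reads of 2 lanes per library, trimmed and mapped them and made read counts per coding sequence with CLC Genomics Workbench, and the deposited counts are not normalized. The authors also deposited log2 fold changes with standard errors from DESeq2, fitted to all samples together, for the strains at each phase and for late against early log phase in each strain. The p-values and adjusted p-values deposited beside them are those of the same DESeq2 runs by the authors, and the paper's text names no DESeq2 version. Both were used only for comparison. The genome build and the annotation release behind the counts are not named in the paper's text.

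The counts table holds 2734 coding sequences. Library totals were 12892275 to 18673316 reads, with a median of 15952847.5. Between 2633 and 2680 coding sequences per library had at least 10 counts, and the median count per coding sequence was 1237.5 to 1919.5. The 10 most abundant coding sequences held 14.2 to 17.7% of the counts. Replicates differed by more than counting noise, with a chi-square per gene of 38.3 to 386 between replicate pairs, so no library was a copy of another. TMM factors were 0.924 to 1.07.

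Counts were tested with edgeR 4.0.16 in R 4.3.3: genes kept by its default filter on low counts (2677), TMM normalization, group means of strain by phase, and the quasi-likelihood test, with a common dispersion of 0.0314 and median prior degrees of freedom of 4.13. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. Standard errors are the fold change divided by the square root of the test's F value. CPM values use TMM factors, and log2 CPM a prior count of 2. Counts in at least 1 phase and in all 3 phases are unions and intersections of the phase tests, and differences between phases were tested as interaction contrasts. Principal components came from the 500 most variable genes. Intervals of the *rex* ratio are exact and cover counting error at the 95% level. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

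Gene lists were fixed before the deposited counts were examined. Those of Table 2 units rest on a choice the paper made in part on expression in these samples, so their tests are not independent evidence. Of the 14 lists matched on locus tags, those with at least 2 genes, with the genes of Table S1, the combined units and the first and last genes of the Ech unit (a division drawn after the values were seen), were tested with camera of limma 3.58.1, with its preset and with an estimated correlation, 16 tests per phase. With an estimated correlation the calls held at early log phase for the ferredoxin and 'XOR' unit, the pyranopterin genes, the genes after the tungstate transport genes, the ATHE_RS04720 unit, the class V aminotransferase unit and ATHE_RS04105 to ATHE_RS04155, at mid log phase for the ATHE_RS04720 unit, and at late log phase for no list. With fry of limma, which does not compare a set with the other genes, more lists passed at late log phase. Its adjusted p was 0.0198 for the ferredoxin and 'XOR' unit and 0.00795 for the pyranopterin genes. It was 0.00795 for the class V aminotransferase unit, 0.0269 for the ATHE_RS04720 unit and 0.0269 for ATHE_RS04105 to ATHE_RS04155. The first 9 and last 10 Ech genes had 0.0197 and 0.0198, and every other list tested 0.0730 or more. Another 28 lists, defined on product names, were not tested, since the tables used here give products for few locus tags: Table S1 annotates 38 of its tags as other than hypothetical protein. The genes named in the text are *rex*, every gene named in the paper's text, figures or Table 2 with the members of its unit, the 10 with the largest rise and the 10 with the largest fall in each phase among called genes whose groups do not overlap, and up to 4 called members of each list. Of those known by a tag alone, at most 2 that rose and 2 that fell are printed. Part of the values of Table S2 had been seen when this rule was written. ATHE_RS04400 of the pyruvate:ferredoxin oxidoreductase unit is not in the counts under that tag.

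The method was tested on simulated data of 2677 genes with 50 changed genes of each size. At log2 changes of 1.5 it called 94%, 92% and 96% of them at early, mid and late log phase, with 5, 3 and 8 false calls over all sizes. The simulation held more changed genes than were called in the data and drew libraries independently, so these shares may be too high.

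Replicate numbers were checked for pairing. Libraries of the same number at mid and late log phase deviated from their groups alike in JWCB005 (r = 0.443 to 0.762 across genes, which are not independent replicates) and in JWCB005Δ*rex* (0.393 to 0.649). The values were lower between early and late log phase, at 0.110 to 0.441 in JWCB005 and −0.00552 to 0.496 in JWCB005Δ*rex*, and between early and mid log phase, at 0.0611 to 0.410 and −0.0246 to 0.338. The strains were compared as unpaired. Groups of 3 libraries were not tested for single outlying libraries. Alternatives tried were DESeq2 1.42.0 with and without its fold change prior, limma-voom, other scalings, other filters on low counts, the 6 libraries of a phase alone, other fold thresholds, replicate and fermenter blocks, and each library left out in turn. The adapter index group as a term, both fermenters that stand apart left out, the authors' p-values and the principal components without *rex* were added after the data were seen. Ranks by length-corrected expression were not run, since lengths were known for too few genes. No library was left out of the reported values.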

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

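The tests on the Ech unit, of the sampling times, of the adapter index group and on splits that part each fermenter were chosen after the results were seen. The splits of the samples, the late count without each library and the comparison with growth stage were set before.

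ATHE_RS11330 was singled out because its difference between strains differed between phases, by the test of that difference. JWCB005Δ*rex* over JWCB005 was 0.40 at mid (adjusted p = 0.318, edgeR) and −0.74 at late log phase (adjusted p = 0.00620), a difference of −1.15 on the log2 scale (SE 0.19, adjusted p = 0.0372). It stood at 69.1, 90.7 and 414 CPM in JWCB005 and 77.9, 119.9 and 248 CPM in JWCB005Δ*rex* at early, mid and late log phase (n = 3). The gene thus rose with growth in both strains, and JWCB005Δ*rex* was sampled earlier at late log phase. For this gene the sampling time therefore cannot be told apart from the deletion. Earlier in time need not be earlier in growth. On PC1, which followed growth, the late libraries scored 13.3 ± 4.60 in JWCB005Δ*rex* and 10.6 ± 4.61 in JWCB005 (SD, n = 3). The mean was also higher in JWCB005Δ*rex* at early (−9.24 against −14.0) and mid log phase (2.81 against −3.42). The tables used here do not pair ATHE_RS11330 with a product. Its late call was lost with the 6 libraries of the phase alone (adjusted p = 0.278, edgeR) and with glmTreat (0.614). With edgeR it was the 1 gene to pass the test of the difference between late and mid log phase (89 at an unadjusted p under 0.05, 3 with DESeq2, 1 with limma-voom). Those 89 are fewer than chance alone would give over the 2677 genes tested. The count was 2 without JWCB005 mid replicate 3, 5 without JWCB005 late replicate 3, and 0 without any of 13 other libraries, that is, each library but these 2, JWCB005 late replicate 2, JWCB005Δ*rex* early replicate 3 and JWCB005Δ*rex* late replicate 1.

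Late against early log phase, a comparison that the paper's text does not discuss, changed 779 genes in JWCB005 (424 higher, 355 lower) and 723 in JWCB005Δ*rex* (379 higher, 344 lower). With library totals alone in place of TMM the split was 553 and 254 in JWCB005 and 507 and 246 in JWCB005Δ*rex*, where the median of all genes shifted by 0.109 and 0.111 on the log2 scale.

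In all 3 phases 13 genes changed between strains (5 higher, 8 lower), and 11 of them lie outside the genes the paper names. With the 6 libraries of a phase alone, and with glmTreat, 0 were higher and 1 was lower in all 3 phases. The counts of higher and lower genes were 1 and 5 without JWCB005 early replicate 1 or 3, and 4 lower without JWCB005Δ*rex* early replicate 3 or mid replicate 2. They were 2 higher without JWCB005 early replicate 2, JWCB005 mid replicate 2, or, with 5 lower, without JWCB005 mid replicate 1 or JWCB005Δ*rex* mid replicate 1. They were 3 higher without JWCB005 mid replicate 3, JWCB005 late replicate 1, JWCB005Δ*rex* early replicate 2 or late replicate 2 (5 lower in each), JWCB005Δ*rex* early replicate 1, mid replicate 2 or late replicate 3. Without JWCB005Δ*rex* mid replicate 3, 5 were lower.

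With 3 against 3 there are 10 splits of the samples, too few for a share under 0.05. The real split gave 20, 17 and 60 changed genes at early, mid and late log phase, and the highest other split 1, 0 and 0. It gave 65 in at least 1 phase (highest other 1), 13 in all phases (0), 779 and 723 for late against early log phase (1 and 0), and 1 gene for the difference between late and mid log phase (0), each reached by 1 of the 10 splits. The splits for late against early log phase ignore that both phases come from the same fermenters, and among the 4 that part each of the 3 fermenters, as the real one does, the highest other gave 0 in either strain. For the differences between mid and early and between late and early log phase the real split gave 0, reached by 10 of the 10 splits (highest other 0 and 1).

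In the Ech unit the median of the last 10 genes minus that of the first 9 was 0.57, 1.16 and 1.59 on the log2 scale at early, mid and late log phase. The value at late log phase stayed at 1.46 or more whichever library was left out, which argues against a single library. At mid log phase, when Figure S2a shows both strains sampled at the same time, it was 1.16 (0.82 to 1.65 with 1 library left out), but single libraries ranged from −0.44 to 1.01 in JWCB005Δ*rex* and from −0.70 to −0.56 in JWCB005 (log2 CPM, last 10 minus first 9), so with this spread the sampling time at late log phase cannot be told apart from the deletion. Differences between fermenters cannot be told apart from it either, since 3 fermenters against 3 allow no exact permutation p under the observed 0.1 (fermenter means −0.73, −0.51 and −0.75 in JWCB005, 0.60, 0.11 and −0.17 in JWCB005Δ*rex*). An effect of the *rex* deletion on part of the unit stays open.

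At late log phase 60 genes were called, against 20 and 17 at early and mid log phase. With the 6 libraries of a phase alone, higher and lower genes were 8 and 10, 2 and 8, and 0 and 1 at early, mid and late log phase, and with glmTreat 0 and 8, 2 and 5, and 0 and 1, so neither shows the excess. Without JWCB005 late replicate 1 the ratio of the late count to the larger of the others was 1.45 (32 against 22), but the late count was also 34, 42 and 48 without JWCB005Δ*rex* late replicate 2, 3 or 1, 51 without JWCB005 late replicate 2 and 110 without JWCB005 late replicate 3, so a single library or the smaller sample may account for the fall. Of the 44 genes called at late log phase alone, 54.5% differed against their change from early to mid log phase (47.7% of all genes), so the earlier sampling of JWCB005Δ*rex* cannot be told apart from the deletion by this test. An effect of the deletion that depends on the phase stays open.

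The 3 libraries of JWCB005 fermenter 2 (mean score 7.04) and of JWCB005Δ*rex* fermenter 1 (7.39) deviated from their groups to the same side on a component. It held 41.1% of the variance of the deviations among the 500 genes that deviated most. JWCB005 fermenter 1, of the same adapter index group as fermenter 2, differed from fermenter 3, of the other group, by a mean score of −3.56 (−5.93 to −1.56 over phases) where fermenter 2 differed from it by 8.78, which argues against the index group as the whole cause. The loadings correlated with the change from early to late log phase at r = 0.538 across 500 genes, which are not independent replicates, consistent with a difference in growth stage at sampling. ATHE_RS05420 and ATHE_RS05415 of the Ech unit ranked 2nd and 4th from the lowest loading. Growth stage stays open, and the design names no condition that sets these fermenters apart, so no further biological explanation was tested.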

How the results depend on the processing

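The authors' p-values, the adapter index group, both fermenters that stand apart left out and the components without *rex* were chosen after the data were seen. Of 277 gene and phase results, 66 passed. Over 9139 values under alternatives, 8738 kept their side of the threshold, among them 109 that passed under neither setting and changed sign, 158 no longer passed, 243 passed in addition and 0 of those that passed reversed. Except where named, the cause was not tested.

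Counts are given as higher and lower, and changes within 1.5 times are left out. The reported counts were 8 and 12 at early, 5 and 12 at mid, 22 and 38 at late log phase, 23 and 42 in at least 1 phase and 5 and 8 in all phases. DESeq2, with or without its prior, gave 15 higher at early, 12 and 22 at mid, 39 and 64 at late, 47 and 71 in at least 1 phase and 9 higher in all phases. It gave 4 genes for late minus early and 3 for late minus mid. The authors' p-values gave 15 higher at early, 12 and 22 at mid, 38 higher at late, 46 and 64 in at least 1 phase and 9 higher in all. The 6 libraries of a phase alone gave 2 higher at mid, 0 and 1 at late, 9 and 10 in at least 1 phase and 0 and 1 in all. That fit has a smaller sample and estimates the spread from its phase only, where the reported one uses all 18 libraries. At early log phase the fit to the phase alone gave 8 and 10, and why the late calls fell was not tested. glmTreat, which tests against the fold threshold, gave 0 higher at early, 2 and 5 at mid, 0 and 1 at late, 2 and 8 in at least 1 phase, 0 and 1 in all and 0 for late minus mid. For late against early it gave 181 and 97 in JWCB005 and 113 and 47 in JWCB005Δ*rex*, and no fold threshold gave 556 lower in JWCB005. With the replicate number as a block, 34 were higher at late and 35 in at least 1 phase. Across strains the numbers do not pair the libraries, since 1 of 9 JWCB005Δ*rex* libraries lay closest to the JWCB005 library of its number. With fermenter as a fixed block within strains, late against early gave 476 and 400 in JWCB005 and 424 and 400 in JWCB005Δ*rex*. With fermenter as a random block, late minus mid gave 2, and with library totals, the index group or both fermenters left out 0. With both fermenters left out, 3 were higher at early, 3 at mid, 5 at late, 8 in at least 1 phase and 1 in all.

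Of the Table 2 unit genes, 2 and 2, 1 and 2, and 4 and 1 passed at the 3 phases. DESeq2 and the authors' p-values gave 5 higher at early, 4 and 5 at mid, and 9 and 8 at late. glmTreat gave 0 higher at each phase and 0 lower at late, and the 6 libraries alone 0 higher at mid and 0 and 0 at late. Both blocks gave 7 higher at late, with 5 lower for the replicate number and 4 for the random fermenter block. Lower at late were 2 with limma-voom, 3 with RLE, no filter or at least 10 counts, 4 with library totals or the index group and 8 with both fermenters left out, which gave 1, 0 and 0 higher.

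With each library left out in turn, the counts were 2 to 9 and 8 to 15 at early, 3 to 7 and 6 to 16 at mid, 10 to 48 and 19 to 62 at late, 15 to 49 and 26 to 65 in at least 1 phase, and 1 to 5 and 4 to 9 in all. Late minus early was 0 to 9 and late minus mid 0 to 5. Table 2 unit genes were 0 to 3 and 2 to 2, 0 to 2 and 1 to 5, and 0 to 12 and 0 to 6. In late against early, 320 to 466 and 300 to 378 changed in JWCB005 and 286 to 393 and 252 to 356 in JWCB005Δ*rex*.

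The odds ratio of predicted sites turned from 0.687 to 3.69 when every Table 2 unit gene counted as having a site, and the units were chosen in part on these values. It was 3.75 for scores of 9.5 or more, 2.44 at early, 2.94 at mid and 0 at late log phase alone, none of which passed. PC2 fell from 22.3% to 13.9% of the variance without *rex*. With an estimated correlation, of 16 gene lists those past camera went from 10 to 1 at mid and from 10 to 0 at late log phase. Ranks by length-corrected expression and the fixed fermenter block between strains were not run. In simulated data, which held more changed genes than were called here, 50% to 70% of changes of 0.75 were called.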

Differences from the paper's values

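The paper counts 15 genes higher in JWCB005Δ*rex* in at least 1 phase, and at the paper's thresholds 23 were found here. The counts came within 1.5 times the paper's without JWCB005 early replicate 1 (21), 2 (22) or 3 (22), without JWCB005 late replicate 1 (15) or 2 (22), and without JWCB005Δ*rex* early replicate 1 (21) or 2 (22), mid replicate 1 (22) or late replicate 1 (15), 2 (16) or 3 (20). They did not under the other alternatives set before the data were examined. The paper counts 9 genes lower, and 42 were found here. The counts were 10 with the 6 libraries of a phase alone and 8 with glmTreat, and under the other alternatives they stayed over 1.5 times the paper's. The tables that the authors deposited, at the same thresholds, hold 45 higher and 63 lower genes in at least 1 phase.

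For ATHE_RS04105 at early log phase, the paper's log2 fold change in Table 2 is 0.86 and the value here is 0.52. None of the alternatives set before the data were examined brought it within its error. The 3 values of Table 2 for this gene equal those that the authors' deposited tables give for ATHE_RS04110 (0.86, 0.60 and 0.75), whereas the deposited values of ATHE_RS04105 are 0.47, 0.51 and 0.51.

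For ATHE_RS05415, the paper's values are −0.80 at mid and −1.13 at late log phase, and those here are −1.56 and −2.22. With DESeq2's fold change prior they were −0.80 and −1.13. The mid value also came within its error without JWCB005 mid replicate 1 (−1.38) or 3 (−1.43) or JWCB005Δ*rex* mid replicate 1 (−1.13) or 2 (−1.43), and the late value without JWCB005 late replicate 3 (−1.72). The other alternatives set before the data were examined did not bring them within.

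The legend of Figure 2 states that Rex represses the NiFe hydrogenase, and the legends of Figures 2 and 3 propose that it represses the FeFe hydrogenase, *hydG* and the pyruvate:ferredoxin oxidoreductase. Here no tested gene of the last 3 units passed, and their values in JWCB005Δ*rex* lay below those in JWCB005. So did those of the first 9 Ech genes, with a median of −1.03 at late log phase, of which ATHE_RS05445 passed. ATHE_RS05460 of the same unit rose. Both legends name gel shifts as support for repression, which measure binding in vitro, whereas the values here are RNA levels. The legend of Figure 4 states that Rex regulates ATHE_RS04720 and a class V aminotransferase, and gives no direction. Here ATHE_RS04720 fell, and ATHE_RS10680, the first gene of the aminotransferase unit, did not pass with edgeR. In the same unit ATHE_RS10670 rose in all 3 phases (0.79, 0.71 and 0.74) and ATHE_RS10675 at late log phase (0.67). Leaving out 1 library could end each of these calls of ATHE_RS10670 and ATHE_RS10675.

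DESeq2 without the fold change prior, an alternative set before the data were examined, called genes of the Table 2 units that edgeR did not. These were ATHE_RS04110 at mid log phase (adjusted p = 0.0402), ATHE_RS10680 at early, mid and late log phase (adjusted p = 0.0497, 0.0239 and 0.0269), ATHE_RS04720 at late log phase (0.0115), ATHE_RS05415 at late log phase (0.0129), and other members of the same units. With the prior, ATHE_RS10680 passed at the 3 phases (0.0499, 0.0239 and 0.0262).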

Other observations

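From early to late log phase, 19 of the 50 genes named by symbol changed in JWCB005 (5 higher, 14 lower) and 19 in JWCB005Δ*rex* (5 higher, 14 lower), 15 of them in both, and those given here were chosen after their values were seen. *rplB*, a ribosomal protein gene, fell by 0.95 in JWCB005 (SE 0.19, adjusted p = 0.00139, edgeR) and by 0.84 in JWCB005Δ*rex* (SE 0.19, adjusted p = 0.00418). The ribosomal protein genes *rplL* (−1.34 and −0.997 in the same order) and *rpmJ* (−1.09 and −1.33) fell, while *rpsP* (−0.79 and −0.45) and *rplS* (−0.52 and −0.41) passed in JWCB005 and stayed under the fold threshold in JWCB005Δ*rex*. Both strains also showed a fall of *nusA*, a factor of transcription elongation and termination (−0.84 and −0.87), and *tig*, the trigger factor chaperone (−0.94 and −1.02). *groEL*, a chaperonin, fell by 0.76 (SE 0.20, adjusted p = 0.00754) and by 0.73 (adjusted p = 0.0114), the chaperone gene *dnaK* had −0.06 and −0.27 and did not pass (adjusted p = 0.806 and 0.270), and *argC* of arginine synthesis fell by 1.64 (SE 0.38, adjusted p = 0.00350) and by 1.37 (adjusted p = 0.0113). *fucI*, a fucose isomerase, rose by 1.36 and 1.33, *glgC* of glycogen synthesis by 0.91 and 0.71, and *hppA*, a proton-pumping pyrophosphatase, by 0.68 and 0.59. *fusA_2* rose by 2.48 and 1.68 while *fusA_1* fell by 0.79 and 0.63, and these paralogs can share reads. The test against a change of 0.5 (glmTreat) ended the call in at least 1 strain for each of these genes that passed but *rpmJ*, *fucI* and *fusA_2*, and the call of *rplS* ended under 7 alternatives. Between strains, edgeR called 0 of the genes named by symbol at any phase.

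Of the genes higher at late log phase, 285 were called in both strains (60.0 by chance if the calls were independent), and of those lower, 257 (45.6 by chance). Across genes the log2 fold changes of both strains correlated at r = 0.866, and genes are not independent replicates.

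The test on neighbouring genes was chosen after the result was seen. Of the 60 genes called between strains at late log phase, 38 had a neighbouring locus tag called in the same direction, against at most 10 (mean 1.41) in 10000 random draws (permutation p = 0.0001, the smallest these draws can give). The count restates that called genes lie side by side, and no cause was tested. The longest run held 10 lower genes and starts at ATHE_RS00855, a tag chosen after its values were seen. Its late call was lost with the 6 libraries of the phase alone (adjusted p = 0.312, edgeR) and with glmTreat (0.0806). Without both fermenters that stand apart it was lost too (log2 fold change −1.04, adjusted p = 0.0661). The late calls themselves fell to 0 higher and 1 lower with the 6 libraries alone. The values below are for the genes of this run. Their median CPM was 47.6 ± 4.60, 67.7 ± 3.85 and 144 ± 41.1 in JWCB005 and 42.8 ± 1.69, 58.8 ± 4.69 and 70.0 ± 15.0 in JWCB005Δ*rex* at early, mid and late log phase (SD, n = 3).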
